# *MyoD1* localization at the nuclear periphery is mediated by association of WFS1 with active enhancers

**DOI:** 10.1038/s41467-025-57758-x

**Published:** 2025-03-17

**Authors:** Konstantina Georgiou, Fatih Sarigol, Tobias Nimpf, Christian Knapp, Daria Filipczak, Roland Foisner, Nana Naetar

**Keywords:** Nuclear envelope, Chromatin remodelling, Fluorescence imaging

## Abstract

Spatial organization of the mammalian genome influences gene expression and cell identity. While association of genes with the nuclear periphery is commonly linked to transcriptional repression, also active, expressed genes can localize at the nuclear periphery. The transcriptionally active *MyoD1* gene, a master regulator of myogenesis, exhibits peripheral localization in proliferating myoblasts, yet the underlying mechanisms remain elusive. Here, we generate a reporter cell line to demonstrate that peripheral association of the *MyoD1* locus is independent of mechanisms involved in heterochromatin anchoring. Instead, we identify the nuclear envelope transmembrane protein WFS1 that tethers *MyoD1* to the nuclear periphery. WFS1 primarily associates with active distal enhancer elements upstream of *MyoD1*, and with a subset of enhancers genome-wide, which are enriched in active histone marks and linked to expressed myogenic genes. Overall, our data identify a mechanism involved in tethering regulatory elements of active genes to the nuclear periphery.

## Abstract (web summary)

The nuclear periphery is linked with transcriptional repression, but *MyoD1* remains active during myoblast proliferation despite being in this compartment. Here, the authors show that WFS1 tethers *MyoD1* to the nuclear periphery via active enhancers.

## Introduction

Spatial organization of the mammalian genome is a non-random process that contributes to the coordinated regulation of gene expression^1–6^, however the molecular mechanisms involved are only partially understood.

At a higher-order organizational level, genomes assemble into A and B compartments corresponding to euchromatin and heterochromatin, respectively. Microscopic studies^7,8^ and genome-wide analyses, such as chromosome conformation capture and DamID techniques^9,10^ revealed the spatial segregation of these compartments, with the B compartment mainly located at the nuclear periphery and the A compartment enriched in the nuclear interior^9,11,12^. This three-dimensional organization of the genome is, in part, mediated by association of chromatin with structural elements of the nucleus such as nuclear bodies in the nuclear interior^13–15^ and the nuclear lamina, a structural scaffold located beneath the inner nuclear membrane (INM)^16–18^. Two types of lamins, A- and B-type, with distinct expression patterns and biochemical properties^19^ are the main components of the lamina. They interact with chromatin either directly or indirectly through nuclear envelope transmembrane proteins (NETs)^20,21^. Genomic regions associated with the nuclear lamina are termed lamina-associated domains (LADs) and cover more than a third of the human genome^22^. LADs are large, gene-poor heterochromatic regions, enriched in the repressive histone modifications H3K9me2/3 and H3K27me3^22,23^. Anchoring of heterochromatic LADs at the nuclear periphery is mediated by two redundant mechanisms, involving lamin B receptor (LBR)^24^ and complexes of A-type lamins with specific NETs^25^. LBR, a lamin B-binding INM protein tethers heterochromatin to the membrane directly via its Tudor domain^26^, or indirectly by binding to heterochromatin protein 1 (HP1)^27^. A-type lamins anchor heterochromatin at the nuclear periphery mostly indirectly via a group of lamin-binding INM proteins containing a LAP-Emerin-MAN1 (LEM) domain^28^. The LEM domain binds to DNA-associated Barrier-to-Autointegration Factor^29^ mediating the interaction of these proteins with chromatin. Certain LEM proteins, such as emerin and LAP2β also bind histone deacetylase HDAC3 further contributing to peripheral heterochromatin localization^5,30,31^. In mammals, additional proteins seem to facilitate peripheral LAD anchorage, for instance, PRR14 through lamin A/C and HP1 binding^32,33^, as well as the lamin B-interacting proteins Prdm16^34^ and ZKSCAN3^35^. In *C. elegans*, chromo-domain protein Cec-4 tethers heterochromatin to the nuclear periphery through binding to histone 3 methylated at lysine 9 (H3K9me2/3)^2,36,37^.

Peripheral heterochromatin is known to form a repressive environment, as most genes within LADs are repressed^22^. In addition, several studies found that association of genes with the nuclear periphery leads to transcriptional repression, while detachment from the nuclear lamina correlates with their activation^38–42^. Despite the overall repressive environment of heterochromatin at the nuclear periphery, active genes can also be located at the periphery, but the mechanism of how they are tethered and maintained in an active state is poorly understood. A systematic approach revealed a subset of promoters and enhancers located within LADs that can escape the repressive environment and promote transcription^43^. In addition, artificial tethering of genomic loci to the nuclear lamina yielded inconsistent results^44–46^, showing that genes can escape the repressive environment under specific conditions that are not yet fully understood. Moreover, peripheral chromatin domains, termed H3K9me2-Only Domains (KODs), which are epigenetically distinct from LADs and contain accessible chromatin and distal enhancers, were found to associate with the nuclear membrane in a lamin B-independent manner^47^. Finally, certain peripherally anchored genes were shown to be released but spatially confined in the proximity of the lamina upon their activation^48^. Collectively, these findings provide evidence for active chromatin regulation both within and outside LAD regions at the nuclear periphery, but little is known about the tethers and mechanisms of activation.

A prominent example of a peripherally positioned, yet active gene is myogenic determination gene number 1 (*MyoD1*)^49^, encoding the MyoD1 protein, a master regulator of skeletal myogenesis. In proliferating myoblasts, the *MyoD1* locus is found within an inter-LAD (iLAD) region and localizes at the nuclear periphery, where it is expressed at basal levels. During differentiation, it translocates towards the nuclear interior, coinciding with its up-regulation^50^, and induces the expression of downstream myogenic genes required for terminal muscle cell differentiation^51,52^. This spatiotemporal regulation of *MyoD1* is crucial for myoblast function and differentiation. The INM protein emerin and histone deacetylase HDAC3 were proposed to mediate the transient peripheral attachment of *MyoD1* in myoblasts^53^. However, considering the dynamic and diverse protein composition of the INM^21^ and the complexity of cell type-specific spatial and temporal genome organization within the nucleus, other NE components are likely to be involved.

In the present study, we investigate how *MyoD1* is tethered to the nuclear periphery in proliferating myoblasts. We generated a myoblast reporter cell line allowing easy detection of *MyoD1* 3D nuclear positioning in living cells, and find that neither peripheral tethers known to mediate anchorage of heterochromatin at the INM nor the heterochromatic environment itself are involved in attaching the active *MyoD1* locus to the nuclear periphery. Instead, WFS1, a NET that was previously shown to mediate the positioning of entire chromosomes to the nuclear periphery in muscle cells^40^, is required for the peripheral anchorage of *MyoD1* in proliferating myoblasts. WFS1 binds to active distal enhancer elements upstream of the *MyoD1* gene and other genes, likely mediating their attachment to the nuclear periphery. Thus, our study reveals a mechanism of active tethering of the expressed *MyoD1* gene to the periphery, mediated by WFS1 through association with the *MyoD1* enhancer region. As WFS1 also binds to numerous other epigenetically active enhancers predicted to regulate myogenic genes, it is tempting to speculate that this is a more general mechanism for positioning active regulatory elements at the nuclear periphery in myoblasts.

## Results

### Reporter cell system monitors the nuclear position of the *MyoD1* locus

To monitor the spatial position and regulation of *MyoD1* in single cells, we established a C2C12 myoblast reporter cell system by inserting a short array of Lac Operator (LacO) repeats 1 kb downstream of the last exon of *MyoD1* using CRISPR/Cas9 technology (Supplementary Fig. 1a-d). LacO repeats were visualized by stably expressing the Lac repressor (LacR)-GFP fusion protein (Fig. 1a). Myoblasts with properly integrated LacO repeats displayed 1-3 fluorescent dots in fluorescence and live microscopic analyses corresponding to the *MyoD1* locus (Fig. 1b, c, Supplementary Movie 1). As a control, we also generated a C2C12 myoblast line in which the LacO array was integrated downstream of the *Pax7* locus, previously shown to localize in the nuclear interior in proliferating myoblasts^53^ (Supplementary Fig. 1b-e, Supplementary Movie 2). Single cell clones capable of undergoing myoblast differentiation were selected for subsequent experiments (referred to as *MyoD1* and *Pax7* LacO) (Supplementary Fig. 1f-h).

**Fig. 1:**
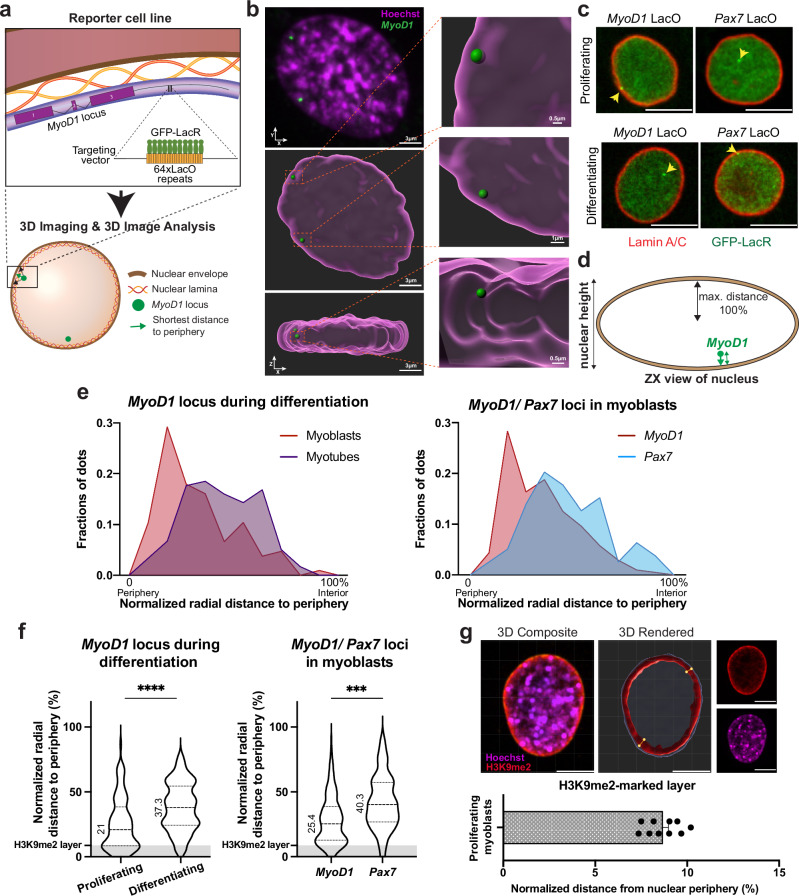
Reporter cell system reliably monitors intranuclear position of the *MyoD1* locus in vivo. **a** Schematic overview of experimental strategy for monitoring the 3D nuclear position of the *MyoD1* locus in living myoblasts by inserting a 64x LacO array downstream of *MyoD1* coupled with expression of GFP-LacR. **b** Representative 3D reconstructed z stack of images showing intranuclear 3D position of the *MyoD1* locus in proliferating myoblasts (green dots). Scale bars are indicated on images. See also Supplementary Movie 1. **c** Immunofluorescence microscopy of proliferating and 4-days differentiated *MyoD1* and *Pax7* reporter myoblasts. *MyoD1* and *Pax7* loci are indicated by yellow arrowheads. Lamin A/C staining (red) marks nuclear border. Scale bars, 10 μm. **d** Schematic drawing depicting the analysis of the radial distance of gene loci to the nuclear periphery and normalization based on nuclear height. **e** Density plots of the normalized radial distance of loci to the periphery. Left: Distribution of *MyoD1* in proliferating (red) and differentiating (day 4, green) C2C12 myoblasts. *n*_prolif_ = 106, *n*_diff_ = 120, *p* = 1 × 10^−4^. Right: Distribution of *MyoD1* and *Pax7* loci in proliferating myoblasts. *n*_*MyoD1*_ = 208, *n*_*Pax7*_ = 79, *p* = 6.3 × 10^−4^. *p* values for loci were calculated using two-sample, two-sided KS test and corrected for multiple testing using Hochberg method. Numeric values displayed on violin plots represent median values. **f** Normalized radial position distribution of data shown in (**e**) displayed in violin plots. H3K9me2-marked region (gray-shaded horizontal bar) represents peripheral heterochromatin layer as measured in (**g**). ****p = 1 × 10^−^^4^, ***p = 6.3 × 10^−4^ *p* values were calculated using two-sample, two-tailed KS test and corrected for multiple testing using Hochberg method. **g** H3K9me2 immunofluorescence staining of *MyoD1* C2C12 reporter myoblasts. Width of H3K9me2-marked layer is measured in rendered images (middle panel, yellow dots and lines illustrate measurement method for heterochromatin layer), bar graph depicts normalized mean thickness ± SEM of heterochromatin layer measured at 100 different locations. Scale bars, 10 μm. Images in (**c**) were processed with Fiji and in (**b**) and (**g**) with Imaris. Source data are provided as a Source Data file.

To systematically assess the spatial positioning of *MyoD1* and *Pax7* in nuclei, we devised a pipeline for semi-automated image acquisition and analysis, by combining multi-location high-throughput 3D image capture with a custom-built analysis pipeline to define the shortest radial distance of the tagged gene loci to the nuclear periphery (Supplementary Fig. 2a, see methods for details). In brief, image segmentation and demarcation of the nuclear border were done in the Hoechst channel, and gene loci were identified in the GFP channel using maximal projections in combination with a local maxima algorithm. Intranuclear spatial positions of gene loci were determined by assessing the 3D coordinates of the shortest vector from the gene spot to the nuclear border followed by normalization of the measured radial distance to the maximum distance possible based on the dimension of cells in z (for details see methods, Fig. 1d). Accuracy of gene spot detection by this semi-automated pipeline was confirmed through cross-comparison of analyzing visually detected signals versus signals identified using the image analysis pipeline (Supplementary Fig. 2b), revealing a false positive rate of 5% and a false negative rate of 19%. The reproducibility of automated loci detection was demonstrated through low variability in cumulative distribution functions derived from four independent replicate experiments (Supplementary Fig. 2c).

We determined and plotted the shortest radial distance of *MyoD1* and *Pax7* loci to the nuclear border in proliferating and differentiating myoblasts in density distribution and violin plots (Fig. 1e, f). The *MyoD1* locus relocated from the nuclear periphery towards the nuclear interior in differentiating myotubes (Fig. 1e, f), as previously demonstrated^50,53,54^. Moreover, and in accordance with earlier publications^53^, the *Pax7* locus preferentially occupied a more central position within the nuclei of proliferating cells compared to *MyoD1* (Fig. 1e, f). We confirmed that LacO-tagging of the *MyoD1* gene did not interfere with its intranuclear positioning by visualizing the gene in control (untagged) and tagged myoblasts using a fluorescently labeled FISH probe for the *MyoD1* locus (Supplementary Fig. 2d). To exclude that potential changes in nuclear size influence gene position analyses, we showed that the mean nuclear height (z-dimension) of the tested cells did not change significantly during differentiation (Supplementary Fig. 2e), and that plotting of the absolute (non-normalized) radial distance of the loci to the nuclear periphery yielded results consistent with the normalized data (Supplementary Fig. 2f).

To confirm that the peripherally localized *MyoD1* loci, including those adjacent to but not directly at the nuclear periphery, were embedded in the peripheral heterochromatic layer, we additionally stained for the heterochromatic histone H3 lysine 9 dimethylation (H3K9me2) mark, which was previously demonstrated to specifically label heterochromatic regions at the nuclear periphery resembling heterochromatic LADs^38^, and measured the thickness of the H3K9me2-marked layer (Fig. 1g and Supplementary Fig. 2g). Notably, the majority of *MyoD1* loci close to the nuclear periphery was indeed positioned within the H3K9me2-positive heterochromatic layer, as indicated by the gray area in the violin plots (Fig. 1f and Supplementary Fig. 2f).

In summary, we developed a robust and reliable cell reporter system that, coupled with image acquisition and analysis workflow, facilitates efficient tracking of the intranuclear position of the *MyoD1* and *Pax7* genes.

### Heterochromatin reorganization does not affect *MyoD1* localization

We used the developed *MyoD1* reporter cell system to identify potential mechanisms involved in the peripheral positioning of *MyoD1* in proliferating myoblasts. First, we investigated whether the heterochromatic environment at the nuclear periphery determines *MyoD1* nuclear localization. To address this question, we deleted candidate genes known to be involved in anchoring heterochromatin to the periphery, including lamin A/C and the nuclear envelope transmembrane proteins emerin, LAP2β, and LBR^5,25,30,38^. Emerin was also previously identified as a potential peripheral tether of the *MyoD1* gene^53^.

We depleted these genes individually, and in combination, with CRISPR/Cas9-mediated knockout, and confirmed the loss of proteins by Western blot analysis and/or immunofluorescence microscopy (Fig. 2a and Supplementary Fig. 3a, b). Single-cell clones with single or combined gene knockouts were selected for analyzing the position of the *MyoD1* locus compared to wildtype controls. Single deletions of these proteins did not significantly alter the radial position of the *MyoD1* locus compared to wildtype cells, except for emerin-depleted myoblasts, which displayed a subtle increase in the radial distance of *MyoD1* from the nuclear periphery (Fig. 2b). In control experiments we showed that protein depletion did not affect nuclear height (Supplementary Fig. 3c). Analyses of absolute, rather than normalized radial distance values also revealed no statistically significant change in *MyoD1* localization in knockout versus wildtype cells, except for emerin knockout myoblasts showing a subtle change in the positioning of the *MyoD1* locus (Supplementary Fig. 3d). However, the change in the radial position of *MyoD1* was very subtle in emerin-depleted cells and was not detectable in the lamin A/C, LBR and emerin triple knockout cells (Fig. 2c).

**Fig. 2:**
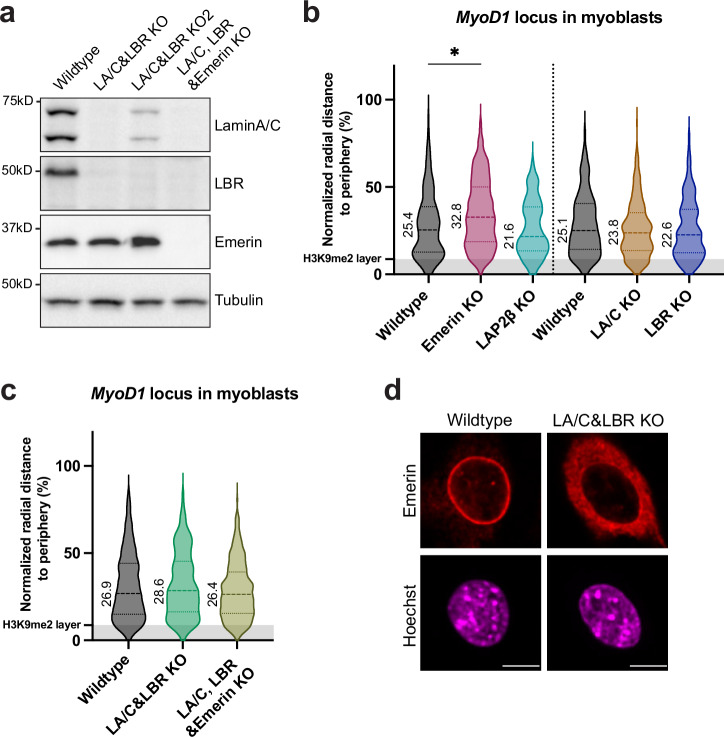
Knockout of NETs involved in anchoring heterochromatin at the nuclear envelope does not affect the peripheral localization of *MyoD1.* **a** Immunoblot analysis of total cell extracts of proliferating wildtype and knockout C2C12 clones using antibodies to the indicated antigens. Normalized radial distance of *MyoD1* to the nuclear border in wildtype C2C12 myoblasts versus cells with (**b**) single knockouts, and (**c**) double or triple knockouts of indicated proteins. H3K9me2-marked heterochromatin layer is shown as gray-shaded bar. Dotted line indicates that experiments were performed separately using slightly different laser settings. *n*_Wt_ = 208, *n*_emerin KO_ = 333, *n*_LAP2β KO_ = 140; *n*_Wt_ = 141, *n*_LA/C KO_ = 403, *n*_LBR KO_ = 283; *n*_Wt_ = 722, *n*_LA/C&LBR KO_ = 453, *n*_LA/C, LBR&Emd KO_ = 300. *p_Emd KO_ = 0.02, remaining *p* values are non-significant (*p* > 0.05; two-sample, two-tailed KS test, Hochberg correction for multiple testing). Numeric values displayed on violin plots represent median values. LA/C lamin A/C, Emd emerin. **d** Localization of emerin assessed by immunofluorescence microscopy in control and lamin A/C-LBR double knockout myoblasts. Scale bars, 10 μm. Images processed with Fiji. Source data are provided as a Source Data file.

Remarkably, in cells lacking both, lamin A/C and LBR, which are known for their essential contribution to peripheral heterochromatin attachment^25^, the *MyoD1* radial distance from the periphery was unchanged compared to wildtype cells (Fig. 2c). While the majority of emerin was relocated to the endoplasmic reticulum (ER) in the lamin A/C-LBR double knockout cells, a small fraction may remain in the inner nuclear membrane (Fig. 2d). Therefore, we also generated a triple knockout cell line, lacking lamin A/C, LBR and emerin (Fig. 2a). Importantly, *MyoD1* did not translocate to a more internal nuclear position in the triple knockout cells, suggesting that lamin A/C, LBR and emerin do not mediate the peripheral positioning of *MyoD1* (Fig. 2c and Supplementary Fig. 3d).

To confirm changes in heterochromatin organization in lamin A/C-LBR double knockout cells, we conducted immunofluorescence analysis of the heterochromatic histone mark H3K9me3 (Fig. 3a). H3K9me3 staining was substantially reorganized in the absence of lamin A/C and LBR, resulting in a reduction of H3K9me3-positive structures at the nuclear periphery and the formation of larger, but fewer heterochromatic foci in the nuclear interior compared to wildtype cells (Fig. 3b), as previously described^25^. Moreover, the nucleoplasmic to peripheral signal intensity ratio of the H3K9me3 signal was significantly increased in double knockout versus wildtype cells, confirming the release of heterochromatin from the nuclear periphery upon depletion of lamin A/C and LBR (Fig. 3c).

**Fig. 3:**
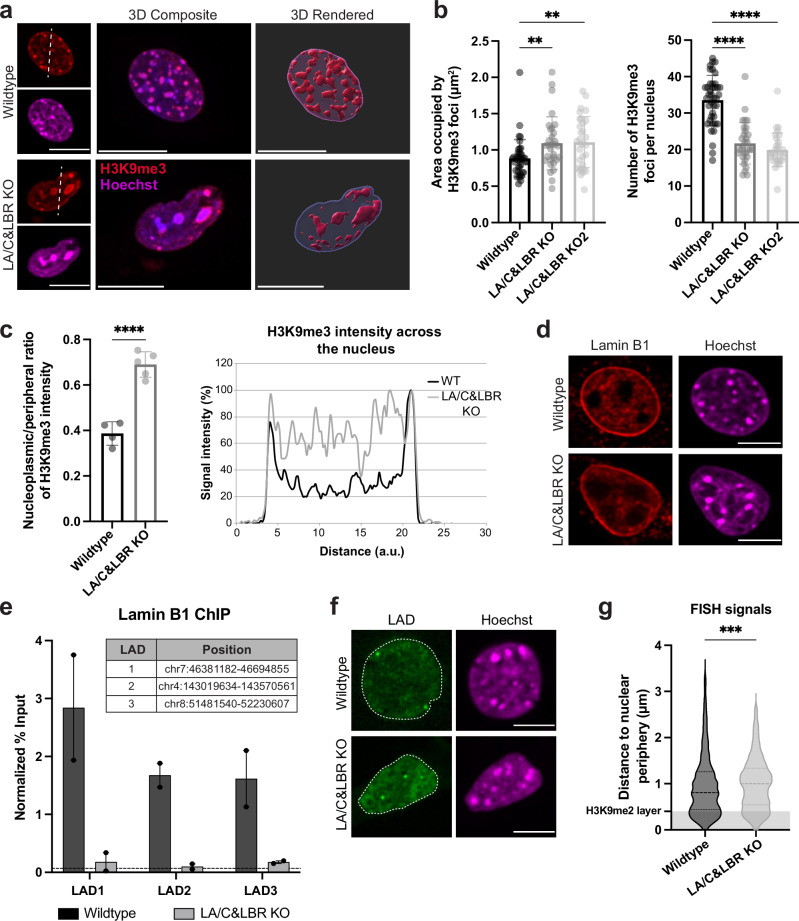
Depletion of lamin A/C and LBR induces reorganization of H3K9me3-marked heterochromatin and detachment of LADs from the nuclear periphery. **a** Immunostaining and 3D reconstruction of H3K9me3-marked heterochromatin in wildtype and lamin A/C-LBR double knockout C2C12 cells. Scale bars, 10 μm. **b** Graphs show quantification of mean area per intranuclear H3K9me3-positive spot (left), and number of intranuclear foci per cell (right). Bar graphs represent mean ± SD. *n*_Wt_ = 40, *n*_KO_ = 31, *n*_KO2_ = 31 (single data points are displayed). Left graph: H(2) = 11.72, **p_KO_ = 0.0096, **p_KO2_ = 0.0058; right graph: H(2) = 52.07, ****p_KO_ = 9.8 × 10^-8^, ****p_KO2_ = 6.6 × 10^−11^ (Kruskal-Wallis test). **c** Nucleoplasmic over peripheral H3K9me3 signal ratio determined using line intensity profiles across the nucleus in wildtype and lamin A/C-LBR double knockout cells. Line graph on the right shows a representative H3K9me3 fluorescence intensity plot measured along the dashed lines in the images shown in (**a**). Bar graph displays mean values ± SD (*n*_Wt_= 4, *n*_KO_ = 5). *t*(7) = 8.31, ****p = 7.1 × 10^−5^ (two-tailed t-test). **d** Lamin B1 immunostaining of indicated cell lines. Scale bars, 10 μm. **e** Lamin B1 ChIP-qPCR analyses demonstrating loss of lamin B1 binding to LADs at the nuclear periphery of lamin A/C-LBR double knockout cells. Data represent mean values ± SEM of three biological replicates. Horizontal dashed line indicates the signal obtained using unspecific IgG antibodies in control ChIP. The genomic positions of tested LADs are indicated in the table. **f** Representative confocal images of fluorescence in-situ hybridization (FISH) signal using a GFP-labeled BAC probe for a LAD region (green dots). Dashed line indicates nuclear border. Scale bars, 10 μm. **g** Radial distance of LAD region to the nuclear periphery upon depletion of lamin A/C and LBR as detected by FISH. *n*_Wt_ = 909, *n*_KO_ = 666, ****p = 7.6 × 10^-4^ (two-sample, two-tailed KS test). Images in (**a**) processed with Imaris, and in (**d**) and (**f**) with Fiji. Source data are provided as a Source Data file.

To test whether altered heterochromatin organization also affected the attachment of LADs to the nuclear envelope, we performed lamin B1 ChIP-qPCR analyses. While lamin B1 protein levels and localization remained unchanged (Fig. 3d and Supplementary Fig. 3e), the attachment of three different LAD regions to the nuclear periphery was abolished upon lamin A/C and LBR depletion, as seen by lamin B1 ChIP (Fig. 3e). Consistent with the ChIP-qPCR data, FISH analysis using a fluorescently labeled BAC probe within a LAD region confirmed the loss of peripheral association of the LAD (Fig. 3f, g). Despite the observed changes in spatial heterochromatin organization, total levels of the repressive histone marks H3K9me2, H3K9me3 and H3K27me3, were unchanged as seen in immunoblots (Supplementary Fig. 3f). We observed however, a subtle reduction in MyoD1 expression levels (Supplementary Fig. 3g), likely a consequence of the significant chromatin rearrangement caused by the depletion of lamin A/C and LBR^25^.

Overall, these results show that the removal of heterochromatin, including LADs, from the nuclear periphery does not affect the peripheral localization of *MyoD1*, and demonstrate that the spatial compartmentalization of eu- and heterochromatin within the nucleus is not the primary determinant of peripheral *MyoD1* localization. Instead, these findings point to an active anchoring mechanism of *MyoD1* at the nuclear periphery, probably involving specific inner nuclear membrane proteins that are different from those attaching heterochromatic LADs.

### Identification of nuclear envelope anchors for *MyoD1*

In order to identify potential tethers of *MyoD1* at the nuclear periphery, we knocked out several candidate proteins of the inner nuclear membrane by setting up a CRISPR/Cas9-based experimental system capable of easily targeting a relatively large number of proteins, either individually or in various combinations. Cas9 endonuclease was stably expressed in the *MyoD1*-LacO reporter cell line, and synthetic sgRNAs designed to target the gene(s) of interest were transiently transfected (Supplementary Fig. 4a-g). Optimal knockout efficiency was achieved by simultaneous transfection of three sgRNAs targeting distinct genomic regions of the same candidate gene. Genome editing and knockout efficiency were assessed using the TIDE software (Tracking of Indels by Decomposition^55^) and immunoblotting or RT-qPCR analyses, as exemplified for the LEM2 knockout (Supplementary Fig. 4c-g). Depletion of the ubiquitously expressed NETs, LEM2, LAP1, and SUN1, did not change the radial position of *MyoD1* compared to wildtype controls (Supplementary Fig. 4f-h).

Next, we targeted a group of NETs expressed in skeletal muscle, which was reported to mediate nuclear envelope attachment of whole chromosomes (NET39, Tmem8a, WFS1, Tmem214)^40^. We sequentially knocked out these NETs generating a quadruple knockout cell line (Fig. 4a, Supplementary Fig. 5a) and measured the radial position of *MyoD1* in the different combined knockouts, as well as in single knockout cells. Several sequential knockouts displayed a significant change in the spatial positioning of *MyoD1* (Fig. 4b, left panel). While NET39 depletion alone caused only a subtle shift of the *MyoD1* locus towards a more central position within the nucleus, additional depletion of Tmem38a induced a statistically highly significant change in the localization of *MyoD1* towards the nuclear interior, which was further enhanced upon deletion of WFS1 (Fig. 4b, left panel). Additional knockout of Tmem214 did not lead to further release of *MyoD1* from the periphery, suggesting that primarily Tmem38 and WFS1 were involved in tethering *MyoD1* to the nuclear envelope. Single knockouts of Tmem38a and WFS1 also caused significant relocalization of the *MyoD1* locus towards the nuclear interior (Fig. 4b, right panel). Changes in the radial position of the locus were not due to nuclear height alterations in the knockouts, and measuring absolute rather than normalized distances yielded similar results (Supplementary Fig. 5b, c). Thus, we concluded that Tmem38 and WFS1 can independently tether *MyoD1* to the nuclear periphery.

**Fig. 4:**
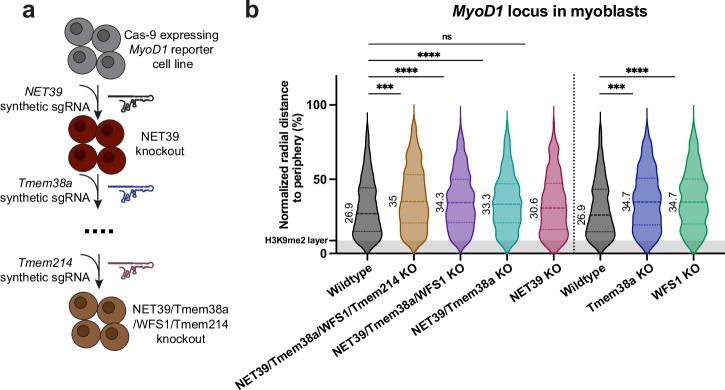
Identification of nuclear envelope anchors for *MyoD1.* **a** Schematic overview of the strategy for generating multiple protein knockout cell lines. *MyoD1* reporter C2C12 myoblasts constitutively expressing Cas9 were transfected with three synthetic sgRNAs targeting the gene of interest. Depletion of various candidate proteins was performed consecutively. **b** Detection of normalized radial distance of *MyoD1* to periphery in proliferating myoblasts following depletion of indicated protein(s). Violin plots were generated from at least 450 data points. *n*_Wt_ = 722, *n*_4KO_ = 454, *n*_3KO_ = 898, *n*_2KO_ = 685, *n*_NET39 KO_ = 500; *n*_Tmem38a KO_ = 571, *n*_WFS1 KO_ = 517. ***p_4KO_ = 2 × 10^−4^, ****p_3KO_ = 3.2 × 10^−6^, ****p_2KO_ = 7.9 × 10^−5^, *p*_NET39 KO_ = 0.6; ***p_Tmem38a KO_ = 2 × 10^−4^, ****p_WFS1 KO_ = 1 × 10^−6^ (two-sample two-tailed KS test, Hochberg correction for multiple testing). Numeric values displayed on the violin plot represent median values. Source data are provided as a Source Data file.

Relocalization of the *MyoD1* locus towards the nuclear interior following depletion of Tmem38a or WFS1 did not correlate with increased transcription of the locus (Supplementary Fig. 5d). To exclude the possibility that release of the *MyoD1* gene was a consequence of premature cell differentiation triggered by Tmem38a and WFS1 depletion, we assessed the differentiation state of these cells. Both the proliferating wildtype and Tmem38a and WFS1 knockout cells did not express the muscle differentiation marker myosin heavy-chain (MyHC), suggesting that cells did not undergo premature myogenic differentiation (Supplementary Fig. 5e, f).

Overall, we identified the NETs Tmem38a and WFS1 as tethers for the *MyoD1* locus in proliferating myoblasts.

### ER membrane protein WFS1 localizes in the inner nuclear membrane

Next, we aimed to investigate the *MyoD1*-tethering functions of Tmem38a and WFS1 in more detail. However, we were unable to identify reliable antibodies for Tmem38a and thus initially focused the functional analyses on WFS1. WFS1 (Wolframin) is known as an ER protein containing nine predicted transmembrane domains (Fig. 5a^56^) and is linked to the autosomal recessive neurodegenerative disease Wolfram syndrome (WS), characterized by early-onset diabetes, optic atrophy, and hearing loss^57,58^. Functionally, it has been shown to be involved in intracellular Ca^2+^ homeostasis^59^ and vesicle transport in pancreatic β-cells^60^, but its specific molecular functions are mostly unknown.

**Fig. 5:**
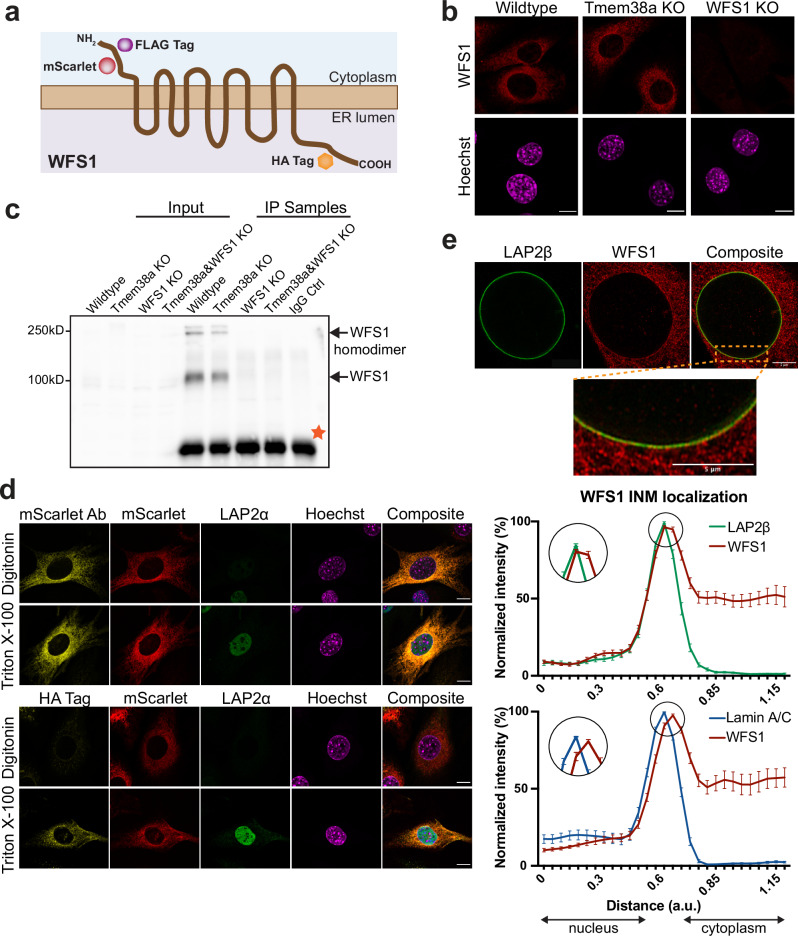
WFS1 is a transmembrane protein of the ER partially located in the inner nuclear membrane. **a** Schematic drawing of the predicted structure and orientation of WFS1 transmembrane protein. Positions of specific tags in ectopically expressed constructs are indicated. NH_2_: N-terminus, COOH: C-terminus, ER: Endoplasmic Reticulum (**b**) Immunofluorescence analysis of WFS1 cellular localization in indicated genotypes. Scale bars, 10 µm. **c** WFS1 Western blots of total cell extracts (input) and of immunoprecipitated WFS1 (IP samples) using WFS1 antibody or IgG as control. Orange star marks unspecific band. **d** Representative confocal immunofluorescence images of WFS1 knockout cells ectopically expressing WFS1 tagged with FLAG, HA and mScarlet as indicated in (a), following membrane permeabilization with Triton X-100 (all membranes) or digitonin (plasma membrane only), using antibodies to the indicated antigens (anti-LAP2α and anti-HA tag). mScarlet was either visualized by its own fluorescence (second panel) or by using an antibody (Ab) recognizing mScarlet (first panel). Scale bars, 10 µm. **e** WFS1 knockout cell clone ectopically expressing FLAG-tagged WFS1 was processed for super-resolution immunofluorescence microscopy using antibodies against WFS1 and LAP2β or lamin A/C. Representative super-resolution images for LAP2β- and WFS1- co-stained cells (AiryScan) are shown. Normalized signal intensity of WFS1 and LAP2β or lamin A/C was determined using line profiles across co-stained nuclei. Graphs display the relative localization of WFS1 to INM protein LAP2β (top) and intranuclear protein lamin A/C (bottom). Circles mark magnified areas of the graphs displayed on the left. Displayed are mean values ± SEM (*n*_top _= 25, *n*_bottom_ = 25). Scale bars, 5 µm. Images processed in Fiji. Source data are provided as a Source Data file.

We first tested the intracellular localization and abundance of WFS1 in proliferating wildtype and Tmem38a knockout cells by immunofluorescence analysis and immunoprecipitation followed by immunoblotting (IP-WB). WFS1 is expressed at detectable levels in proliferating cells, primarily localizes to the ER and its expression levels and cellular localization were unchanged in Tmem38a knockout myoblasts compared to wildtype cells (Fig. 5b, c). In immunoprecipitation-immunoblot analyses, WFS1 was detected as monomeric and partially dimeric protein as shown before^60^ (Fig. 5c).

For testing WFS1 topology within the ER membrane, we imaged WFS1 knockout cells expressing ectopic WFS1 with a red fluorescence marker (mScarlet) inserted at its cytoplasmic N-terminus and an HA tag inserted at the ER lumenal C-terminus (Supplementary Fig. 6a-c). While the ER-lumenal HA tag was only detected upon Triton-X100 extraction, which permeabilizes all cellular membranes, and not upon Digitonin extraction, permeabilizing only the plasma membrane, the fluorescent mScarlet signal and the cytoplasmic mScarlet antibody staining were detected upon both treatments (Fig. 5d). Detection of LAP2α, a nucleoplasmic protein, served as a positive control for the assay. Thus, the WFS1 N-terminus localizes to the cytoplasm and its C-terminus to the ER lumen.

In order to test whether WFS1 also localizes to the inner nuclear membrane, we expressed ectopic WFS1 with a FLAG Tag inserted at its nucleoplasmic/cytoplasmic N-terminus in WFS1 knockout cells and tested its correct localization and expression by immunoblotting and immunofluorescence analyses (Supplementary Fig. 6a, d, e). We then imaged these cells by high-resolution microscopy using antibodies to WFS1 and LAP2β or lamin A/C as markers for the inner nuclear membrane and the lamina underlying the nuclear membrane, respectively, and measured signal intensities across the nuclear border (Fig. 5e, upper panel). As depicted in the line plots and the insets in Fig. 5e (lower panel), the maximum signals of WFS1 and LAP2β coincide, while the lamin A/C signal maximum is slightly shifted towards the nucleoplasmic side relative to that of WFS1 (Fig. 5e, lower panel). These data are consistent with a localization of WFS1 in the inner nuclear membrane.

Altogether, our microscopic analyses showed that the transmembrane protein WFS1 mainly localizes throughout the ER in proliferating myoblasts, with the N-terminus facing the cytoplasm and the C-terminus in the ER lumen. High-resolution microscopy indicated that a fraction of WFS1 is also located in the inner nuclear membrane, overlapping with the inner nuclear membrane protein LAP2β, and may therefore interact with chromatin and/or genomic loci in the nucleus via its nucleoplasmic N-terminus.

### WFS1 associates with the core enhancer region of the *MyoD1* gene

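WFS1 ChIP-seq was performed in proliferating C2C12 cells, a mouse myoblast line that can be differentiated into myotubes. Of the 8 libraries of the experiment, the peak lists of 2 were analyzed here, those of the WFS1 ChIP in wildtype cells after 30 and after 36 sonication cycles. The 36-cycle library came from a part of the same immunoprecipitation that was sonicated for 6 further cycles. The pair of lists therefore shares 1 immunoprecipitation, each condition has 1 library, and neither list is a replicate of the other. No test between the conditions was possible, and all comparisons describe these libraries. The authors mapped the reads to GRCm38 with NextGenMap, discarded reads of low mapping quality, and called peaks with MACS2 separately for each library, at the thresholds given in Methods. The deposited lists hold the chromosome, start and end of each peak, with no height, score or read count. The sequencing depth behind the peaks is unknown, and the inputs and the FLAG Tag WFS1 libraries were not used here. Overlapping peaks of both lists were joined into a combined set, which follows the paper's use of bedtools merge. Positions are given on GRCm38, counted from 1. Genes were taken from GENCODE mouse release 21 (Ensembl 96), an earlier release than the annotation named in Methods. Intervals beside shares are 95% Wilson intervals and cover counting error only.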

To test whether WFS1 in the inner nuclear membrane can indeed associate with genomic regions containing the *MyoD1* locus, we performed WFS1 chromatin immunoprecipitation coupled with next-generation sequencing (ChIP-seq). We applied a ChIP protocol using two-step crosslinking with Disuccinimidyl glutarate (DSG) and formaldehyde and sheared genomic DNA by 30 cycles of sonication and, following immunoprecipitation, 6 additional cycles of sonication (total 36 cycles). This ChIP protocol enriched for euchromatic (30 cycles) and heterochromatic (36 cycles) genomic regions^61^ and allowed inclusion of both chromatin fractions in next-generation sequencing by generating chromatin fragments between 100 to 800 bp (Supplementary Fig. 7a-c). Furthermore, immunoblotting confirmed the presence of dimeric WFS1 protein in the immunoprecipitated samples (Supplementary Fig. 7d). 

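Of the 22292 peaks of the combined set, 7897 (35.4%) held peaks of both lists, 10141 (45.5%) were called after 30 cycles only and 4254 (19.1%) after 36 cycles only. Peaks called after 30 cycles only had a median width of 324 bp and a median GC content of 48%, and those called after 36 cycles only had a median width of 255 bp and a median GC content of 46.5%. Peaks found in both lists were wider, with a median of 623 bp. Each of these joins overlapping peaks of both lists, so a part of this width comes from the joining. Between annotated genes lay 34.9% (33.9 to 35.8) of the peaks called after 30 cycles only and 34.4% (33.0 to 35.8) of those called after 36 cycles only, a difference within the counting error. Among peaks of both lists, this share was higher, at 39.8% (38.7 to 40.9). The share of peaks centred within 1 kb of a transcription start site was 19.7% (18.9 to 20.5) after 30 cycles only and 18.6% (17.4 to 19.8) after 36 cycles only, against 12.2% (11.5 to 12.9) among peaks of both lists. The share between genes after 36 cycles only minus that after 30 cycles only was -0.501 percentage points among all peaks and 2.25 percentage points among peaks wider than the median of their list, both within the counting error. Among these wider peaks, the share at start sites was 20.8% (19.4 to 22.2) after 30 cycles only and 17.4% (15.2 to 19.8) after 36 cycles only. That difference, -3.41 points, lay outside the counting error of the difference among all peaks, -1.10 points (-2.50 to 0.299). The wider peaks are fewer, at 3206 and 1081, so the counting error of -3.41 is larger. A difference between the wider peaks and all peaks is therefore not shown. Peaks of which more than 50% of the bases are annotated as repeats made up 14.3% after 30 cycles only and 11.9% after 36 cycles only. No table of heterochromatin or LADs was used for this comparison.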

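The list obtained after 30 sonication cycles held 18283 peaks with a mean width of 473 bp ± 268 (SD across peaks) and a median of 387 bp, ranging from 242 to 4672 bp. After 36 cycles, 12674 peaks were listed, with a mean width of 415 bp ± 273 (SD across peaks) and a median of 327 bp, ranging from 195 to 3773 bp. The 30-cycle peaks covered 8649677 bases, which is 0.317% of the 2725537669 bases of the assembled chromosomes. The 36-cycle peaks covered 5265948 bases, or 0.193%. Counted against the 2647537730 bases that are not N in the reference, the shares rose to 0.327% and 0.199%.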

Following sequencing, we identified WFS1-enriched genomic regions using the MACS peak caller at stringent condition settings (see Methods), which detected peaks with an average size of 478 bp, covering a total of 0.31% and 0.19% of the genome in the ChIP samples following 30 and 36 sonication cycles, respectively. 

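Peaks of the 30-cycle list overlapped a 36-cycle peak by at least 1 bp in 8138 of 18283 cases, or 44.5% (43.8 to 45.2). Conversely, 8418 of 12674 peaks of the 36-cycle list, or 66.4% (65.6 to 67.2), overlapped a 30-cycle peak. With one list placed at random on the same chromosomes 1000 times, on average 0.486% of the 30-cycle peaks and 0.695% of the 36-cycle peaks overlapped the other list, and no randomization came as high as the observed shares. The observed shares were 91.5-fold and 95.5-fold above these averages. When each peak was instead moved within 50 kb of its own place, the ratios fell to 18.5 and 19.2. Requiring that at least 50% of each peak be shared lowered the overlap to 29.7% of the 30-cycle peaks and 42.8% of the 36-cycle peaks. Overlap increased with peak width. With the 30-cycle list divided into 5 groups of like size, from the narrowest to the widest peaks, 17.1%, 26.0%, 39.4%, 57.4% and 82.7% of the peaks overlapped a 36-cycle peak.

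**Figure D1:**
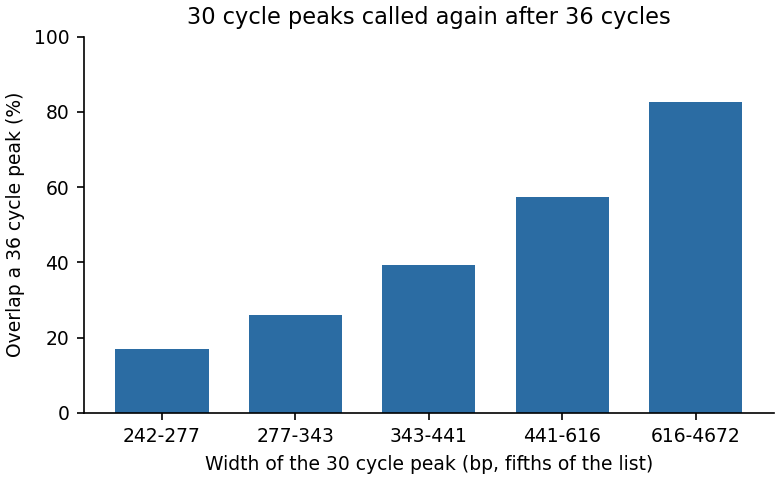
Share of 30-cycle WFS1 peaks (%, y axis) that overlap a 36-cycle peak by at least 1 bp, for 5 groups of the 30-cycle list by peak width (bp, x axis). The share rises from 17.1% among peaks of 242 to 277 bp to 82.7% among peaks of 616 to 4672 bp.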

In order to include all WFS1 peaks within both euchromatin- and heterochromatin-enriched genomic fractions in the subsequent analyses, we combined the peak sets derived from ChIPs following 30 and 36 sonication cycles. 

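Joining both lists gave 22292 peaks with a mean width of 478 bp ± 307 (SD across peaks) and a median of 376 bp. They covered 10648821 bases, or 0.391% of all bases and 0.402% of the bases that are not N. Joining also those peaks that lay up to 500 bp apart reduced the set to 19890 peaks with a mean width of 562 bp, and the covered share was then 0.410%.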

The combined WFS1 peak set covers 0.38% of the genome (Supplementary Fig. 7e). To confirm specificity of the peak calling approach, we analyzed the WFS1 ChIP versus input signal (RPKM) following 30 and 36 sonication cycles on merged peak sets, revealing a specific signal in the ChIP and only background signal in the input sample (Supplementary Fig. 7f). Furthermore, in order to test the reproducibility of the WFS1 ChIP we also performed ChIP of ectopic FLAG-tagged WFS1 expressed in WFS1-depleted cells using the WFS1 antibody. The Pearson correlation coefficient between the endogenous versus ectopic FLAG Tag WFS1 ChIP signal was 0.81 in the 30-cycle replicate pair, and 0.79 in the 36 cycle replicate pair. MACS peaks called from FLAG Tag WFS1 ChIP samples were similar to those from WFS1 ChIP (Supplementary Fig. 7e), and heatmaps revealed a similar enrichment of WFS1 and FLAG Tag WFS1 signals (log2[ChIP/input]) on all peak sets (Supplementary Fig. 7g).

Having confirmed the specificity of the WFS1 ChIP and peak calling approach, we then analyzed the genomic region around the *MyoD1* gene in more detail. 

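In the window of chromosome 7 shown in Fig. 6a, whose limits were read from the figure, the combined set held 14 WFS1 peaks, the first starting at position 45561993 and the last ending at 46963347. Of these, 10 were called after 30 cycles only, 2 after 36 cycles only, and 2 were found in both lists. MyoD1 (Myod1, ENSMUSG00000009471) lies on the forward strand from 46376474 to 46379099, and 11 of the peaks were upstream of it. A group of 8 upstream peaks lay between 574 and 814 kb from the transcription start site. A further peak, 689 bp wide and called after 30 cycles only, lay 129 kb upstream of the gene.

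**Figure D2:**
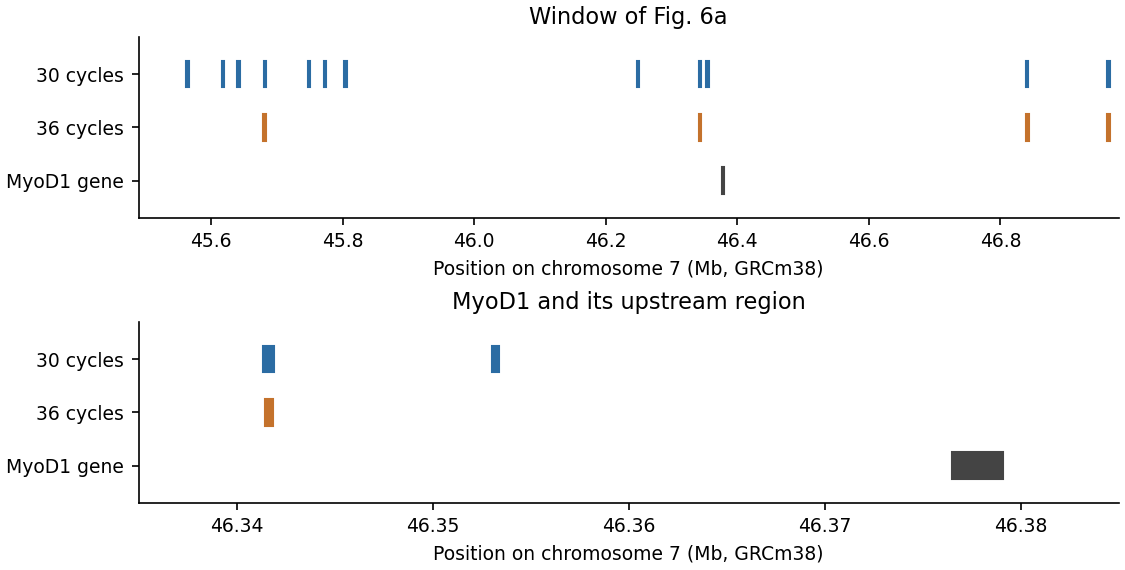
WFS1 peaks of the 30-cycle and 36-cycle lists and the MyoD1 gene on chromosome 7 (Mb, GRCm38), in the window of Fig. 6a (top) and at the gene and its upstream region (bottom). In the top panel, marks are drawn wider than to scale so that they can be seen. No peak lies on the gene, and the nearer of the upstream peaks is in the 30-cycle list only.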

In the Integrated Genomics Viewer (IGV) browser, we detected enrichment of WFS1 at various genomic regions on chromosome 7 around the *MyoD1* locus (Fig. 6a). Regions significantly enriched for WFS1 around *MyoD1* were identified using the MACS peak caller. The nearest WFS1 peaks were located ~22 and 35 kb upstream of the *MyoD1* gene and situated within the *MyoD1* super-enhancer region, a region upstream of the *MyoD1* gene that contains several known regulatory elements^62,63^ (Fig. 6a). 

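The nearest peak upstream of MyoD1 ended 23.1 kb from its annotated transcription start site, and the next ended 34.6 kb from it. Measured from the peak centres, the distances were 23.3 kb and 34.9 kb. The peak at 34.6 kb, from 46341318 to 46341903 (586 bp), was called in both lists, whereas the peak at 23.1 kb was called after 30 cycles only. In the 36-cycle list alone, the peak at 34.6 kb was the nearest upstream peak, and the next lay 697 kb away.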

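The WFS1 peak nearest to MyoD1 extended from position 46353048 to 46353380 on chromosome 7, a width of 333 bp, with a GC content of 51.4%. It was narrower than the median 30-cycle peak. Among the 3327 peaks of the 30-cycle list within 10% of its width, 961 (28.9%, 27.4 to 30.4) overlapped a 36-cycle peak, and this one did not.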

Notably, the WFS1 peak located 22 kb upstream of *MyoD1* largely overlapped the core enhancer (CE) sequence (Fig. 6b), one of three cis-regulatory elements of *MyoD1*, alongside the distal regulatory region (DRR) and the proximal regulatory region (PRR). Epigenetic profile assessment of the *MyoD1* gene locus and its super-enhancer region in proliferating mouse myoblasts using publicly available ChIP-seq datasets for active and repressive histone marks and RNA Pol II revealed an accumulation of H3K27ac and H3K4me1 in the CE, while the promoter region (PRR) and gene body exhibited enrichment in H3K4me3 and Pol II, consistent with an active enhancer and gene promoter, respectively. Accordingly, repressive marks H3K27me3 and H3K9me3 were barely detectable in these genomic regions. The WFS1-bound region located ~35 kb upstream of *MyoD1* also exhibited an active enhancer-type epigenetic signature (Fig. 6a). In contrast, the DRR region was depleted of both, active and repressive marks. We confirmed significant enrichment of WFS1 at the active core enhancer sequence compared to the inactive distal regulatory region by ChIP-qPCR analyses (Supplementary Fig. 8a). In addition, we performed WFS1 ChIP-qPCR analyses in a WFS1 knockout single cell clone, revealing a significant reduction of the WFS1 signal at the active core enhancer sequence in WFS1 knockout versus wildtype cells (Supplementary Fig. 8b). Furthermore, WFS1 ChIP in Tmem38a knockout cells, in which the *MyoD1* locus is displaced from the nuclear periphery (see Fig. 4), showed that WFS1 enrichment on the active *MyoD1* enhancer was significantly reduced in Tmem38 knockout versus wildtype cells (Supplementary Fig. 8c). These results suggest that WFS1 in the inner nuclear membrane has no or reduced access to the active *MyoD1* locus when delocalized towards the nuclear interior in Tmem38 knockout cells.

**Fig. 6:**
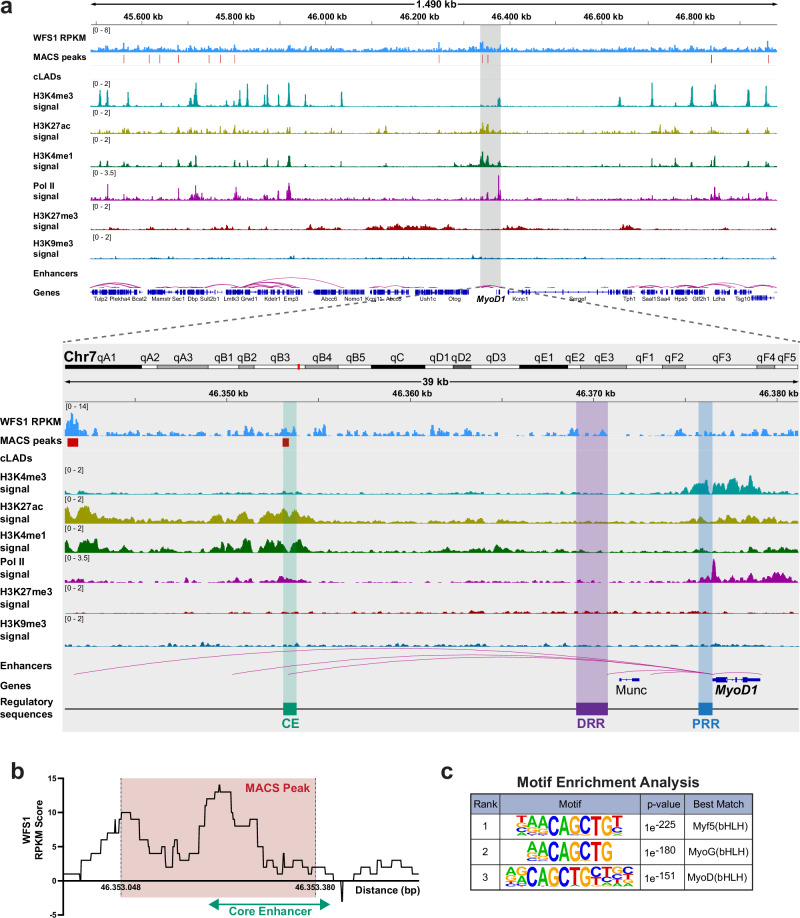
WFS1 associates with the cis-regulatory core enhancer region of the *MyoD1* gene. **a** Integrative Genomics Viewer (IGV) tracks of the mouse genomic region (mm10) containing *MyoD1* and its regulatory region (35 kb upstream) outlined by a gray box. Included are WFS1 ChIP tracks (RPKM, reads per kilobase per million) following sonication for 30 cycles, WFS1 peak regions identified by MACS, constitutive LAD regions (cLADs), ChIP-seq signal tracks of histone modification H3K4me3, H3K27ac, H3K4me1, H3K27me3 and H3K9me3, RNA polymerase II (Pol II) ChIP-seq signal track, enhancer predictions and gene annotations from NCBI reference sequence database (RefSeq) gene track. Known cis-regulatory regions of *MyoD1* are shown at the bottom (drawing not to scale). CE core enhancer, DRR distal regulatory region, PRR proximal regulatory region. **b** Graph showing reads per kilobase per million (RPKM) score of WFS1 ChIP signal within and flanking the core enhancer region of *MyoD1* (green line). Red-shaded area corresponds to coordinates of the closest WFS1 MACS peak. **c** Table showing relevant transcription factor binding sequence motifs identified in WFS1 ChIP-seq peaks by motif enrichment analysis using the HOMER algorithm for known and de novo motifs. *p* values are indicated. The common consensus, CAGCTG, is a canonical E-box sequence bound by basic helix-loop-helix (bHLH) transcription factors. Motif enrichment p-values were calculated using cumulative binomial distribution (sampling with replacement).

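CAGCTG, which reads the same on both strands, occurred in the central 200 bp of 4005 of 22292 combined WFS1 peaks, or 18.0% (17.5 to 18.5). Among 222920 random regions of the same length with matched GC content (10 per peak, in bins of 5% GC), the share was 10.4% (10.3 to 10.5). The ratio of both shares was 1.73 (95% interval 1.68 to 1.78). The peaks had a mean GC content of 48.4%, against 41.6% in random regions of the same chromosomes, and without GC matching the ratio was 2.43, the largest value among the alternatives. Regions 2 kb to either side of the peaks gave a ratio of 2.04. Occurrences were concentrated at the peak centres, with 5.82 per 100 peaks in each 50 bp bin next to the centre and 2.60 in bins at least 500 bp away.
All 2080 hexamers, with reverse complements pooled, were ranked by the same ratio. CAGCTG ranked 20, and the highest ratios were those of GACTCA (2.43), GAGTCA (2.32), CGCGAA (2.20), ACCGCA (2.14) and AACCGC (2.04). In a ranking by the difference of shares in standard errors, chosen after the ratios were seen, CAGCTG ranked 6. Ahead of it were GACTCA, GAGTCA, ACCACA, AGTCAT and AGTCAC, and all but ACCACA overlap the sequence TGACTCA or its reverse complement. These overlapping hexamers need not be separate motifs. Against the regions at 2 kb, which were not matched on GC content, CAGCTG ranked 144 by ratio and GACTCA 75. The ratio of CAGCTG was higher there, at 2.04, so its lower rank came from larger rises of other hexamers. Among sequences of 8 bases, the length set for HOMER in Methods, the highest ranking with CAGCTG was AACAGCTG, found in 3.82% of peaks and 1.08% of matched regions, a ratio of 3.53 and rank 56 of 32896. This ranking set no minimum share, so rare sequences could rank above AACAGCTG. At rank 5, ATAACGCG was found in 0.0538% of peaks and 0.00897% of matched regions.

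**Figure D3:**
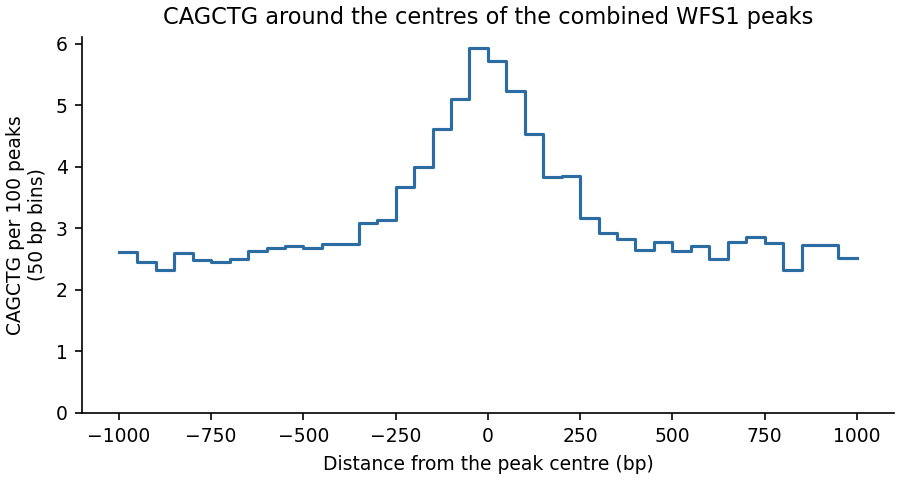
Occurrences of CAGCTG per 100 combined WFS1 peaks (y axis) in bins of 50 bp by distance from the peak centre (bp, x axis). The 2 bins at the centre hold 5.93 and 5.71 occurrences per 100 peaks, and the bins at least 500 bp away hold 2.60 on average.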

When searching for common sequence motifs in WFS1-bound genomic regions using Homer DNA motif discovery algorithm, we found a highly significant enrichment (*p* < 1 e-^150^) of an enhancer box (E-box) DNA motif, associated with basic helix-loop-helix (bHLH) regulatory proteins (Fig. 6c). 

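In the GRCm38 reference, the WFS1 peak that overlaps the MyoD1 core enhancer held 1 CAGCTG, at positions 46353289 to 46353294 of chromosome 7, starting at base 242 of the peak. The sequence around it is ATCCTCCTCCAGCAGCTGGTCACAAAGCCA. The next CAGCTG lay at 46353402 to 46353407, 22 bases past the end of the peak, in the sequence GGCGCCCAGAGTCAGCTGTTCCTGGGTCTT. In Fig. 6b, the core enhancer is drawn beyond this end of the peak. On the other side, the nearest CAGCTG lay 1022 bases before the start of the peak. The upstream peak found in both lists also held 1 CAGCTG, at 46341638 to 46341643, in the sequence CTGCCAGCCCAGCAGCTGTTGCCTCAGATC. Of the remaining 12 peaks in the window of Fig. 6a, 2 held a CAGCTG.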

The identified E-box sequence (CAGCTG) was found twice within the CE sequence of *MyoD1* overlapping with the WFS1 peak.

Altogether, these results suggest that WFS1 anchors the *MyoD1* locus at the nuclear periphery. However, it does not associate with the gene directly, but primarily binds to its active, enhancer-type cis-regulatory elements at the nuclear periphery.

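No peak of either list overlapped the MyoD1 gene or lay within 1 kb of its transcription start site. Downstream of the gene, the window of Fig. 6a held 3 peaks of the combined set, the nearest 462 kb from the start site. At this unknown depth, the absence of a call does not exclude weaker binding. From its results on the locus, the paper proposes that WFS1 holds the MyoD1 locus at the nuclear periphery through its enhancer-type elements and not through the gene itself.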

### WFS1 binds to active gene regulatory sequences genome-wide

In order to test whether WFS1 may bind to other related genomic loci in proliferating myoblasts, we analyzed WFS1 enrichment on two genes previously reported to localize at the nuclear periphery, *Myf5*^53^ and *Plxna2*^40^. IGV browser images of these genomic loci revealed WFS1 peaks at predicted enhancers of these genes, enriched in active histone marks (Supplementary Fig. 8d, e), and WFS1 ChIP-qPCR analysis confirmed enrichment of WFS1 on the *Plxna2* enhancer region compared to a control region downstream of the enhancer (Supplementary Fig. 8a). Thus, WFS1 associates with active enhancer regions of several peripherally located genes.

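Myf5 (ENSMUSG00000000435) lies on the reverse strand of chromosome 10 from 107482908 to 107486134, and Myf6 (ENSMUSG00000035923) lies upstream of it, from 107492853 to 107494737 on the same strand. Within 100 kb of Myf5, the combined set held 6 peaks, all upstream and none in the gene. The nearest, from 107486700 to 107487069, lay 0.566 kb from the Myf5 transcription start site and was called after 30 cycles only. A group of 4 peaks lay 13.1 to 16.6 kb upstream of Myf5, which is 4.51 to 8.00 kb upstream of the start site of Myf6. The widest of them, from 107502740 to 107504218 (1479 bp), and the nearest of the group, from 107499245 to 107500035 (791 bp), were found in both lists. The last peak lay 97.3 kb upstream. In the 36-cycle list alone, 3 peaks lay within 100 kb, the nearest at 13.1 kb.
Plxna2 (ENSMUSG00000026640) extends on the forward strand of chromosome 1 from 194618218 to 194816869. Of the 7 combined peaks within 100 kb of the gene, 4 lay inside it, 40.4, 42.3, 53.5 and 57.2 kb downstream of its start site. The peaks at 53.5 kb (194671712 to 194672439) and 57.2 kb (194675452 to 194675954) were found in both lists and overlapped no annotated exon of Plxna2. The peak at 40.4 kb overlapped an exon. A peak 30.0 kb upstream of the start site and 2 peaks beyond the end of the gene were called after 30 cycles only. The 36-cycle list alone held 2 peaks, both inside the gene, the nearer 53.8 kb from the start site.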

Next, we analyzed WFS1 enrichment on a genome-wide level using WFS1 MACS peaks distributed across all chromosomes. 

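The combined WFS1 peaks lay on all 21 nuclear chromosomes, with 8.18 peaks per Mb across the genome. Among the 19 autosomes, the density ranged from 6.48 peaks per Mb on chromosome 7, which carries MyoD1, to 14.5 peaks per Mb on chromosome 15, a 2.24-fold range. The copy number of the chromosomes in these cells was not tested and the inputs were not used here. Differences between chromosomes therefore need not reflect a preference of WFS1. Chromosome X held 263 peaks, and its density was 0.172 of that of the autosomes (95% interval 0.151 to 0.193). In the 36-cycle list alone, this ratio was 0.141.
Of the combined peaks, 3749 (16.8%, 16.3 to 17.3) were centred within 1 kb of a transcription start site, with 1 start site per gene. Peaks placed at random on the same chromosomes 1000 times gave 3.83% (95% range 3.58 to 4.09), a 4.39-fold difference. With protein-coding genes only, the shares gave a ratio of 7.80. Between genes lay 36.5% (35.9 to 37.1) of the peaks, compared with 51.4% (50.7 to 52.0) at random. Inside genes, away from start sites, lay 46.7% (46.0 to 47.3) of the peaks, 1.04 times the random share of 44.8% (44.2 to 45.4). The direction of this last difference depended on the randomization, since moving each peak within 50 kb of its own place gave a ratio of 0.856. The same local randomization kept the other directions but brought both ratios nearer to 1. It gave 3.15 at start sites, and between genes 0.909 in place of 0.711, with a random share of 40.2% (39.7 to 40.6).

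**Figure D4:**
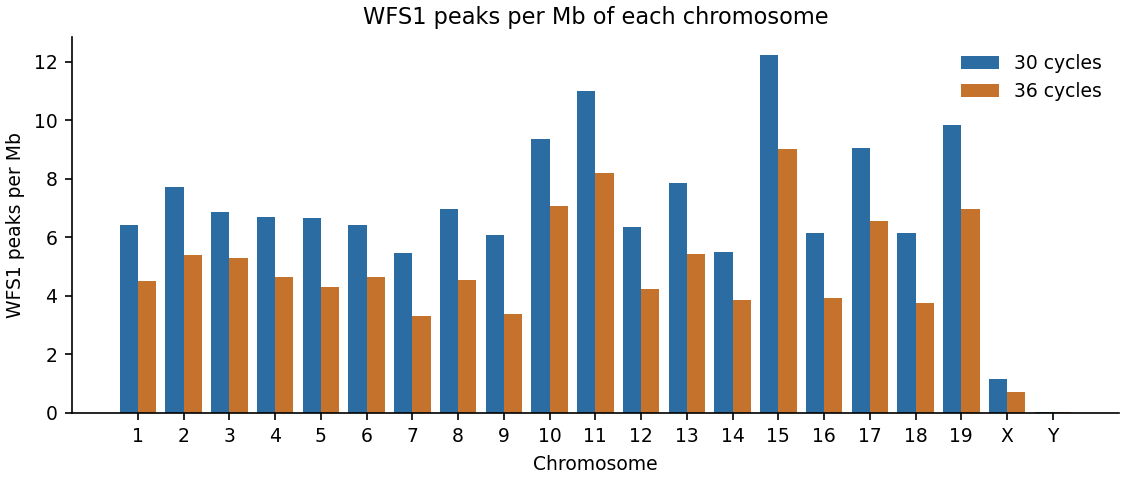
WFS1 peaks per Mb (y axis) on each nuclear chromosome (x axis) in the 30-cycle and 36-cycle lists, 1 library each. In both lists, chromosome 15 has the highest density of the autosomes, and X and Y lie below every autosome. Chromosome copy number was not tested.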

Although the nuclear periphery is enriched in heterochromatic genomic regions (LADs), only a minor fraction of WFS1-enriched regions overlapped with LADs (<5%), while the vast majority of WFS1 peaks was clearly distal to LADs (Supplementary Fig. 9a). In fact, GIGGLE analysis^64^ revealed substantial similarities between WFS1 peaks and peak sets of active histone marks (H3K27ac, H3K4me2, H3K4me3) associated with promoter and enhancer regions, as well as accessible chromatin regions (ATAC-seq signal), suggesting that genomic regions bound by WFS1 reside in an active chromatin environment (Supplementary Fig. 9b).

In accordance with these findings, average signal profiles and heat map analyses show that the WFS1 ChIP signal was significantly enriched on accessible chromatin (ATAC-seq peaks) and on regions with active promoter and/or enhancer-associated histone marks (H3K27ac, H3K4me1, H3K4me3), while WFS1 was depleted in heterochromatic regions with the repressive H3K27me3 mark (Fig. 7a; histone ChIP-seq peak sets were derived from the CISTROME database). Additionally, average intensity signal plots and heat maps of these ATAC-seq and histone ChIP-seq signals around the center of WFS1 peaks show signal enrichments for the active histone marks H3K27Ac, H3K4me1, and H3K4me3, but not for the repressive histone marks H3K27me3 and H3K9me3 (Supplementary Fig. 9c). These data confirm the association of WFS1 with open, active chromatin regions genome-wide.

**Fig. 7:**
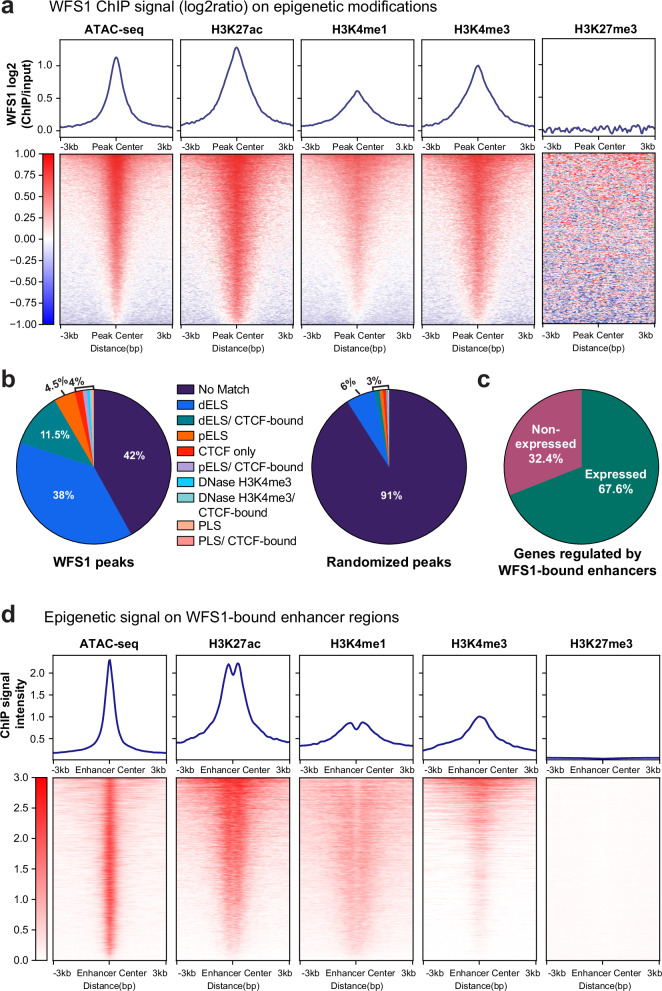
WFS1 binds to open, accessible, and active gene regulatory sequences genome-wide. **a** Average binding profiles and heat map showing enrichment of WFS1 (log2[ChIP/input]) (30 sonication cycles) on ATAC-seq, H3K27ac, H3K4me1, H3K4me3 and H3K27me3 ChIP-seq peaks ±3 kb from center. Heat maps are ranked according to WFS1 enrichment in descending order. **b** Degree of overlap (%) of WFS1 MACS peaks with candidate cis-regulatory elements from ENCODE (left). Overlap with randomized peaks is shown as control (right). dELS distal Enhancer-Like Sequences, pELS proximal Enhancer-Like Sequences, PLS Promoter-Like Sequences. **c** Classification of genes associated with predicted WFS1-bound enhancers based on their expression status in mouse myoblasts. Minimum average expression threshold to classify a gene as expressed is 5 reads in at least two replicates. **d** Average binding profiles and heat maps displaying enrichment of ATAC-seq, H3K27ac, H3K4me1, H3K4me3, and H3K27me3 ChIP-seq signals on WFS1-bound enhancer regions ± 3 kb from center. Heat maps are ranked in descending order of ChIP-seq signal intensity.

To further investigate the genome-wide association of WFS1 with enhancer and promoter-like sequences, we computationally compared the distribution of WFS1 binding sites with annotated candidate cis-regulatory elements (cCREs) in the mouse genome. Interestingly, ~55% of WFS1-bound sites mapped to regions with distal or proximal enhancer-like signatures (dELS or pELS; Fig. 7b), whereas randomized genomic regions with the same total length and similar distribution as WFS1 peaks showed only ~9% overlap with the enhancer-like sequences. Accordingly, the average WFS1 ChIP signal intensity on enhancer-like sequences was significantly higher than that on promoters or other genomic regions (Supplementary Fig. 9d). In addition, we generated an extensive C2C12 myoblast-specific enhancer map using the activity-by-contact (ABC) model^65^, in which enhancer predictions are made based on the activity of an element (estimated by H3K27ac ChIP-seq and ATAC-seq), the 3D conformational contact with the gene promoter (determined by Hi-C), and gene expression data (determined by RNA-seq; Fig. 6a, “enhancers”). 10.05% of the predicted active enhancers using this algorithm overlapped with WFS1-enriched regions and showed a clear enrichment of the WFS1 signal compared to non-overlapping enhancers (Supplementary Fig. 9e). Genes predicted to be regulated by these WFS1-bound enhancers were enriched in GO terms related to actin filament organization and muscle development (Supplementary Fig. 9f). Moreover, transcriptional activity assessment indicated that 67.6% of genes linked to WFS1 overlapping enhancers were expressed in proliferating myoblasts (Fig. 7c), and epigenetic profiling of their predicted enhancers showed enrichment of active histone marks and high accessibility (Fig. 7d). Altogether, WFS1 associates primarily with active and accessible enhancers linked to expressed muscle-related genes on a genome-wide basis.

Overall, this study indicates that the peripheral localization of the *MyoD1* gene is independent of heterochromatin attachment to the nuclear envelope. Instead, we identify WFS1 as a specific anchor for *MyoD1* in the inner nuclear membrane of proliferating myoblasts, which associates with active regulatory elements of *MyoD1* and other expressed genes in the overall heterochromatic repressive environment of the nuclear periphery.

## Discussion

In mammalian cells, an association of genomic regions and genes with the nuclear periphery is commonly linked to heterochromatin formation and transcriptional repression. However, an increasing number of studies show that also actively transcribed genes can localize at the nuclear periphery, yet the underlying molecular mechanisms remain elusive. Here, we developed a myoblast reporter cell line and a semi-automated microscopic pipeline to efficiently map the 3D nuclear position of the *MyoD1* locus, which is transcriptionally active and localized at the nuclear periphery in proliferating myoblasts. Utilizing the generated reporter cell system, we investigate mechanisms and factors governing association of the *MyoD1* gene with the nuclear periphery. We show that localization of *MyoD1* is not dependent on the presence of heterochromatin at the nuclear periphery or mediated by the known heterochromatin tethers lamin A/C and LBR. Instead, we identify the nuclear envelope transmembrane protein WFS1 as a specific anchor for the *MyoD1* locus in proliferating myoblasts, interacting predominantly with active cis-regulatory elements of *MyoD1*. When analyzing WFS1 enrichment on a genome-wide level by WFS1 ChIP-seq we observed some degree of noise of the WFS1 signal. Despite this technical limitation of the WFS1 ChIP, which is in part due to the double crosslinking ChIP protocol required to identify WFS1 enrichment, we find WFS1 associated with a subset of active enhancers throughout the genome linked to expressed myogenic genes. Overall, these data suggest a mechanism involved in tethering regulatory elements of active genes to the nuclear periphery in myoblasts.

Compartmentalization of the genome into open euchromatin containing transcriptionally active genes, and transcriptionally repressive heterochromatin shapes genome organization^1,66^. Assembly and segregation of these compartments are mediated by phase separation, interactions with chromatin regulatory proteins, and association with nuclear structures, such as the peripheral lamina^16,22^ or various nuclear bodies^13,67^. Spatial 3D genome organization often correlates with gene regulation^68^. Many silenced or moderately expressed genes localize at the nuclear periphery within the overall repressive heterochromatic environment, while most highly expressed genes localize in the interior integrated within the overall active environment. Repositioning of peripherally located repressed genes toward the nuclear interior usually coincides with their activation during developmental and differentiation processes^38–42^. The regulatory mechanisms of gene translocation from the periphery to the nuclear interior are not fully understood. One study showed that local chromatin decondensation of developmentally regulated peripheral loci was sufficient to induce their repositioning towards the nuclear interior^69^, possibly by allowing de-mixing from the heterochromatic environment and association with open chromatin compartments. Thus, association of genomic loci with chromatin compartments may contribute to their 3D nuclear position. However, our study showed that deletion of the heterochromatic anchors lamin A/C and LBR at the nuclear envelope, causing translocation of heterochromatic H3K9me3-positive LADs towards the nuclear interior, did not affect the peripheral localization of *MyoD1*. This suggests that *MyoD1* is not tethered to the nuclear periphery indirectly, through association with the peripheral heterochromatin compartment, but likely by an active mechanism involving binding to nuclear envelope components.

A number of studies have demonstrated the “active” sequestration of developmentally regulated genes or loci at the periphery through specific tether proteins during processes such as myogenesis^40,53^, cardiogenesis^38^ and T cell differentiation^42,70^. Previously, a set of NETs (NET39, WFS1, Tmem38a, and Tmem214) was found to anchor genomic loci and entire chromosomes to the nuclear periphery during myogenesis in C2C12 cells^40^. In this study, we show that WFS1, which was initially identified as an ER protein involved in the regulation of calcium homeostasis^56^, serves as a tether for the *MyoD1* locus at the nuclear periphery in proliferating myoblasts. We demonstrate by high-resolution microscopy that WFS1 localizes partially also to the INM. Based on our observation that knockout of WFS1 leads to the release of *MyoD1* from the nuclear periphery, we hypothesize that the protein serves as an active peripheral anchor for the gene. Control experiments show that loss of WFS1 does not cause premature differentiation of myoblasts, which could induce *MyoD1* translocation indirectly. Thus, WFS1 may have at least two different functions: in the ER it affects calcium homeostasis and in the INM it serves as a specific tether for genomic loci. Proteins with dual functions have previously been described in the nuclear envelope, such as LBR and HDAC3, which fulfill roles in spatial organization of chromatin and cardiac genes independently of their enzymatic activity as a sterol reductase and deacetylase, respectively^26,38^. WFS1 is also abundantly expressed in the brain and pancreatic islets^71^, where it is implicated in the regulation of intracellular Ca^2+^ homeostasis^59^ and ER stress response^60^. Although a tethering function of the protein in other non-muscle cell types cannot be entirely ruled out, WFS1 has so far been found to localize in the nuclear membrane only in muscle cells^40^.

Notably, depletion of Tmem38a also resulted in the release of *MyoD1* from the nuclear periphery and a significant reduction of WFS1 binding to enhancer regions, suggesting the existence of multiple anchor proteins. Such additional tethers might introduce another layer of regulation for genes whose expression needs to be tightly controlled. Alternatively, Tmem38a might not interact with *MyoD1* and other loci directly, but affect their position indirectly by regulating WFSI. Further experiments will help to distinguish these two possibilities.

Our results raise the question about the physiological relevance of WFS1-mediated tethering of the core enhancer of *MyoD1* to the nuclear periphery. One can envisage several possible, non-mutually exclusive, scenarios: Firstly, the nuclear periphery is commonly considered a repressive environment, but recent reports highlight the presence of accessible, active chromatin regions within LADs, carrying active histone modifications, active or poised promoter and enhancer elements, and expressed genes, escaping the overall repressive environment^43,47,48^. As peripherally located *MyoD1* is expressed at basal levels in proliferating myoblasts and upregulated during differentiation^50^, coinciding with its translocation to the nuclear interior, we hypothesize that WFS1-mediated tethering of the gene’s active enhancer may physically inhibit enhancer-promoter interactions. Spatial segregation of the enhancer could ensure that transcription is solely driven by the promoter, thereby maintaining low expression levels of *MyoD1*. As we found genome-wide association of WFS1 with numerous distal and proximal active enhancers of expressed myogenic genes, WFS1 may regulate enhancer-promoter interactions of multiple genes, allowing their basal expression in proliferating myoblasts. Notably, aberrant changes in the expression of critical cell-fate genes have been linked to disturbances in developmental and differentiation processes in *C. elegans*^2^, embryonic stem cells^38^, and muscle cells^40,53^. Secondly, as a single gene can be regulated by the combined actions of several distal enhancers, and vice versa^72^, it is crucial to ensure connections between the gene promoter and the appropriate enhancers at the right time. Spatial confinement of the core enhancer of *MyoD1* at the periphery by WFS1 may reduce the risk of unwanted, unspecific interactions with the promoters of genes other than *MyoD1* by limiting the ability of the regulatory element to dynamically explore its surroundings. Thirdly, expression of *MyoD1* in proliferating myoblasts and at different stages of differentiation is driven by distinct subunits of the TFIID transcription complex, whose spatial positioning in the nucleus mirrors the distribution of the gene^50^. Hence, it is tempting to speculate that positioning the enhancer and gene at the periphery may restrict their physical interaction with TFIID subunits in the nuclear interior and prevent premature upregulation.

While positioning of a gene within the nucleus can contribute to the regulation of its expression, it is not the only factor determining the level of transcription, as indicated by the fact that artificially altering intranuclear gene position does not always correlate with expression changes^40,44,45^. Similarly, in our study, release of the *MyoD1* locus from the nuclear periphery upon WFS1 depletion did not affect its expression. Thus, additional mechanisms likely involving epigenetic changes, tissue-specific transcription factors, chromatin remodelers, and DNA regulatory elements have to cooperate with gene positioning pathways to allow correct gene regulation.

In summary, we demonstrate here a pathway of spatial gene regulation involving tethering of active enhancers to the nuclear periphery, allowing at least a basal gene expression in an overall repressive heterochromatin environment and/or restricting premature upregulation of the gene prematurely. We postulate that enhancer-promoter interactions involved in fine-tuning gene expression in myoblasts are regulated, at least in part, by the WFS1-mediated association of enhancers with the nuclear periphery. Going forward, it will be of great interest to elucidate the functional relevance of peripheral enhancer tethering at the nuclear envelope and its specific role in the regulation of gene expression.

## Methods

### Cultivation and differentiation of myoblasts

C2C12 cells (Sigma Aldrich #91031101) were routinely maintained in a humidified incubator at 37 °C and 5% CO_2_ in Dulbecco’s modified Eagle’s medium (DMEM, Sigma Aldrich #D6429) supplemented with 15% fetal calf serum (FCS, Sigma Aldrich #F7524, non-U.S. product), 2 mM glutamine (PAN-Biotech #P04-80100), 100 U/ml penicillin and 100 μg/ml streptomycin (P/S) (Sigma Aldrich #P0781). For reporter cell lines, the culture medium was additionally supplemented with 5 mM IPTG to repress binding of LacR to LacO repeats.

To induce differentiation, cells were plated on collagen-coated dishes (Collagen I, Rat Tail, Corning #354236) and differentiation medium (DMEM supplemented with 2% horse donor serum (Gibco #16050122), 2 mM glutamine, 100 U/ml penicillin and 100 μg/ml streptomycin) was added upon 80–90% confluency. The differentiation medium was replaced every 24 h for up to 10 days.

### Cell line generation

To generate *MyoD1* and *Pax7* reporter cell lines, C2C12 mouse myoblasts were transfected with the vector pSpCas9(BB)-2A-GFP (pX458, plasmid #48138, Addgene)^73^ containing an sgRNA targeting a region 1 kb downstream of *MyoD1* or *Pax7*, as well as a repair template construct carrying the 64xLacO repeats flanked by regions homologous to *MyoD1* and *Pax7*, respectively (see also Supplementary Methods, chapter “Generation of repair template vector” and Supplementary Table 4 for primer sequences). Single-cell sorting of GFP-positive cells was performed using a BD FACS Melody™ Cell Sorter. Single-cell clones were cultivated and further characterized by genotyping PCR and long-range PCR (see also Supplementary Methods, chapter “genotyping PCR and long-range PCR” and Supplementary Table 4 for primer sequences).

Selected clones were transduced with pQCXIP-GFP-LacR vector (Addgene #59418), carrying the GFP-LacR coding sequence. GFP-positive cells were FACS sorted in bulk, selecting for low GFP levels to reduce background and facilitate microscopic detection of the loci.

To generate knockout clones, *MyoD1*-LacO cells expressing GFP-LacR were transfected with the vector pSpCas9(BB)−2A-mCherry (modified pSpCas9(BB)−2A-GFP^74^) carrying an sgRNA specific to the targeted gene. Single cell clones were FACS-sorted based on mCherry expression and gene knockouts were assessed using the TIDE software (https://tide.nki.nl/; see Supplementary Table 5, list of primers under section ‘TIDE primers’) and by Western blot. We designed 2 sgRNAs per gene (see Supplementary Methods, list of sgRNAs under section “Oligo sgRNAs” in Supplementary Table 6) and selected clones that showed full depletion of the targeted protein for further experiments.

All transfections were carried out using the Nucleofector 2b System in combination with the Cell Line Nucleofector® Kit V from Lonza, following the manufacturer’s instructions.

The *MyoD1* reporter cell line stably expressing Cas9 was generated by transduction of *MyoD1*-LacO cells with the vector Lenti-CRISPR-V2 (plasmid #52961, Addgene^75^) carrying Cas9 from *S. pyogenes*, followed by selection using puromycin (1.5 µg/ml, Gibco #A1113803). To generate NET knockouts, *MyoD1*-LacO cells stably expressing Cas9 were transfected with small guide RNAs (sgRNAs, purchased from Dharmacon; see Supplementary Methods, list of sgRNAs under section “Dharmacon sgRNAs” in Supplementary Table 6) using Lipofectamine 2000 (Thermo Fisher Scientific #11668019) following the manufacturer’s instructions. Briefly, 15,000 cells were plated on 24-well plates, sgRNAs were diluted in RNase-free Tris-HCl buffer pH 7.4 (Dharmacon #B-006000-100) and an oligomer-lipofectamine 2000 complex was prepared as follows: 2 μM total sgRNA (mix of 3 sgRNAs targeting the same gene) was diluted in 50 μl OPTIMEM serum reduced medium (Gibco #15392402), mixed with lipofectamine reagent, incubated for 20 min at room temperature and added to the cells in antibiotic-free medium for 48 h. Gene editing efficiency was assessed using TIDE (see Supplementary Table 5, list of primers under section ‘TIDE primers’).

All plasmids and cell lines generated in this study are available from the Lead Contact with a completed Materials Transfer Agreement.

### Immunoblotting and immunoprecipitation

To prepare cell lysates, cells were harvested in ice-cold phosphate-buffered saline (PBS, containing 1x Complete Protease Inhibitor cocktail from Sigma Aldrich #11697498001 and 1 mM EDTA from Invitrogen #15575020) and centrifuged at 250 *g* (using a Heraeus Megafuge 2.0R) for 4 min at 4 °C. The collected pellet was resuspended in high-salt RIPA buffer (25 mM Tris-HCl pH 7.6, 500 mM NaCl, 1% NP-40, 1% Sodium Deoxycholate, 0.1% SDS, 2× Complete Protease Inhibitor cocktail, 1 mM EDTA, 1:100 Phosphatase inhibitor cocktail 2 and 3 from Sigma Aldrich), sonicated at 50% intensity for 3 seconds using a Sonopuls HD 200 sonicator from Bandelin and rotated for 30 min at 4 °C. Samples were then centrifuged at 9400 *g* (using an Eppendorf Microcentrifuge 5420) for 10 min at 4 °C. Protein concentration was quantified using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific #23225) according to the manufacturer’s instructions. After the addition of SDS PAGE sample buffer (186 mM Tris pH 6.8, 30% Glycerol, 6% SDS, 300 mM DTT, 0.1% Bromophenol blue), cell lysates were denatured for 5 min at 95 °C and proteins were separated on 10% SDS page gels using the MiniProtean electrophoresis system from Bio-Rad. Proteins were then transferred to a 0.2 µm Nitrocellulose Blotting Membrane (GE Healthcare #GE10600094, PAA) using the Mini Trans-blot cell (Bio-Rad). Membranes were incubated in 5% fat-free milk (Roth #T145.2) in 0.05% Tween/PBS (PBST) for 1 h at room temperature. Subsequently, the membranes were washed three times with PBST and incubated with primary antibody (see Supplementary Table 7, list of primary antibodies) diluted in 2% BSA/PBST containing 0.02% NaN_3_ overnight at 4 °C. The next morning, membranes were washed three times with PBST, followed by incubation with the secondary antibody diluted in PBST for 1 h at room temperature. Membranes were washed three times with PBST and the specific antibody signal was visualized using SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific #34580) and the ChemiDoc Touch Imaging System by Bio-Rad.

For immunoprecipitation (IP), cells were harvested in ice-cold IP buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 2 mM EGTA, 2 mM MgCl2, 0.5% NP-40, 1 mM DTT, 1x Complete Protease Inhibitor cocktail and 1:100 Phosphatase inhibitor cocktail 2 and 3 from Sigma-Aldrich #P5726 and #P0044 respectively) and incubated for 10 minutes on ice. Samples were centrifuged for 10 min at 2700 *g* at 4 °C (using a Heraeus Megafuge 2.0R) and the soluble fraction was used as input for the IP (0.7 mg protein/IP). IP samples were incubated with the desired antibody at a concentration of 5 μg/IP overnight at 4 °C, followed by incubation with protein A/G dynabeads (Pierce/Thermo Fisher Scientific #88802) for 4 h at 4 °C. Beads were washed three times in IP buffer and precipitated protein complexes were eluted from the beads using SDS PAGE sample buffer. IP samples were analyzed by immunoblotting.

### Immunofluorescence and digitonin treatment

Cells grown on glass coverslips (1.5 H from Marienfeld-Superior #0107032) were washed with PBS and fixed with 4% paraformaldehyde in PBS for 10 min at room temperature. Fixed cells were washed twice with PBS and incubated with 50 mM NH_4_Cl in PBS for 5 minutes at room temperature. Cells were washed twice with PBS and permeabilized with 0.1% Triton X-100 in PBS for 5 min at room temperature. Coverslips were then washed twice with PBS, incubated with primary antibodies (see Supplementary Table 7, list of primary antibodies) diluted in PBS at room temperature for 1 h and washed three times with PBS. After incubation with secondary antibodies diluted in PBS for 1 h at room temperature, coverslips were washed three times with PBS and mounted in VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratories #H-1200-10). Imaging was performed using an inverse point scanning confocal microscope (Zeiss LSM 980) and 63× objective (Plan-Apochromat 63×/1.4 Oil). High-resolution images were obtained using an Airyscan 2 detector (32-channel GaAsP from Zeiss). Image processing was performed with FIJI or Imaris software as stated in Figure legends.

To permeabilize only the cell membrane, leaving internal membranes intact, cells were treated with 0.005% digitonin (Merck #300410) for 2 min at room temperature, instead of Triton X-100. The remaining steps were described for the immunofluorescence protocol.

### Measurement of H3K9me2 layer

Images of C2C12 myoblasts stained for H3K9me2 were analyzed using Imaris software. Following rendering of images, the boundaries of the peripheral H3K9me2 layer were labeled at opposite positions of the nucleus, and the distance between dots was measured (displayed as yellow dots and connecting dotted lines in Fig. 1g). The thickness of the H3K9me2 layer was calculated from an average of 100 distance values.

### Fluorescence in situ hybridization

C2C12 myoblasts were cultured on collagen-coated glass coverslips (1.5 H from Marienfeld-Superior #0107032) overnight, washed in PBS, and fixed in 4% paraformaldehyde in PBS for 10 min at room temperature. Cells were then washed twice in PBS for 5 min and fixation was quenched in 0.1 M NH_4_Cl in PBS for 10 minutes at room temperature. Cells were permeabilized in 0.5% Triton X-100 in PBS for 30 min, washed twice in PBS for 5 min and incubated with 20% glycerol in PBS at room temperature. Samples were transferred to 50% glycerol in PBS and stored at −20 °C overnight. Following a short calibration in 20% glycerol in PBS at room temperature, samples were subjected to five freeze-and-thaw cycles in liquid nitrogen. Samples were then washed twice in PBS for 5 min and treated with 0.1 M HCl for 30 min at room temperature to denature proteins. After washing twice in PBS for 5 min, cells were permeabilized again using 0.5% Triton X-100 in PBS for 30 min at room temperature. Samples were then equilibrated in 2x SCC for 5 min and in 50% formamide in 2x SCC for 30 min at room temperature. FISH probes (Empire Genomics; *MyoD1*—BAC clone RP24-35806, Genome position chr7: 46275014-46449836; LAD (chr8)—BAC clone RP23-10K23, Genome position chr8: 51369373-51570812) were diluted according to manufacturer’s instructions. The inverted coverslips were then incubated with the probes on standard immunofluorescence glass slides and sealed with rubber cement (Fixogum from Marabu #29010017000). Samples were heated to 78 °C for 2 min for simultaneous denaturation of the DNA and the probe and incubated for 48 h in a light-protected humid chamber at 37 °C. After removal of the rubber cement seal, samples were washed with the following buffers in this order: 2x SSC for 15 min at 45 °C, 0.2× SSC for 15 min at 63 °C, 2× SSC for 5 min at 45 °C and 2× SSC for 5 min at room temperature. Subsequently, samples were washed in PBS for 5 min at room temperature and incubated with Hoechst 33342 (1:10,000, Thermo Fisher Scientific #62249) for 10 min at room temperature to stain DNA. Finally, coverslips were washed in PBS for 5 min at room temperature and mounted in Vectashield mounting medium (Vector Laboratories #H-1000-10). Image acquisition and analysis were performed as described for the LacO reporter cell lines (see chapter ‘Image acquisition and analysis’ below).

### Chromatin immunoprecipitation

C2C12 cells were harvested using trypsin (Sigma-Aldrich #T2601) and the number of cells was determined using a CASY cell counter (OMNI Life Science). Cells were washed once in PBS, centrifuged for 8 min at 250 g (using a Heraeus Megafuge 2.0R) and fixed with methanol-free formaldehyde (Thermo Fisher Scientific #28906, 1% v/v final) for 10 min at room temperature. For WFS1 ChIP, double-crosslinking was performed. Pelleted cells were resuspended in 2 mM DSG in PBS (0.5 ml per 1 million cells) and incubated for 20 min with gentle rotation at room temperature, followed by incubation with 1% (v/v) methanol-free formaldehyde for 10 min at room temperature. Crosslinking was quenched for all ChIP samples by adding 2.5 M glycine to a final concentration of 125 mM and incubating for 5 min at room temperature. Cells were then centrifuged for 5 min at 400 *g* at 4 °C and washed twice with ice-cold PBS. Pellets were then resuspended in Wash1 buffer (10 mM HEPES pH 7.5, 10 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0, 0.25% Triton-X 100) at a concentration of 2 million cells/ml and kept on ice for 10 minutes. Samples were centrifuged for 5 min at 400 *g* at 4 °C and the pellets were resuspended in Wash2 buffer (200 mM NaCl, 1 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0, 10 mM HEPES pH 7.5) at a concentration of 2 million cells/ml, followed by another 5-min centrifugation at 400 *g* and 4 °C. Pellets were resuspended in lysis buffer (1% SDS, 10 mM EDTA pH 8.0, 50 mM Tris-HCl pH 8.1, 1x Protease Inhibitor cocktail, 0.1 mM PMSF) at a concentration of 1 million cells/100 μl and incubated overnight at 4 °C with gentle rotation. Samples were transferred to 15 ml sonication tubes containing 500 mg sonication beads (Bioruptor® Tubes & sonication beads, both from Diagenode #C01020031) and chromatin was sheared using the Bioruptor® Pico from Diagenode (30 cycles, 30 s on/30 s off per cycle). After sonication, chromatin was diluted in dilution buffer (16.7 mM Tris-HCl pH 8.1, 167.4 mM NaCl, 1.1 % Triton X-100, 0.001% SDS, 1.2 mM EDTA pH 8.0) in a 1:0.5 ratio (chromatin:buffer). A small aliquot from each sample was kept to test shearing efficiency and the remaining samples were frozen in liquid nitrogen. DNA concentration was measured using a Qubit 4 Fluorometer and the Qubit broad range dsDNA Quantitation kit (both from Thermo Fisher Scientific #Q32850) according to manufacturer’s instructions. To analyze the fragment size distribution of sheared chromatin samples, a small aliquot was analyzed on a microfluidic DNA chip using the Bioanalyzer 2100 (both from Agilent #5067-1504). This analysis revealed two DNA fragment peaks at 250 bp and 3 kb (see Supplementary Fig. 7b).

For chromatin immunoprecipitation, samples (3.5 million cells per ChIP) were diluted in dilution buffer supplemented with protease inhibitors to a final volume of 1.5 ml and the desired antibody was added to the respective sample (10 µg Lamin B1, Abcam #ab16048; 15.5 µg WFS1, Proteintech #26995-1-AP, RRID:AB_2880717; 15 µg IgG, Abcam #ab171870, lot #GR3409731-1). At this stage and prior to the antibody addition, 150 µl of chromatin were set aside as Input. Samples were gently rotated overnight at 4 °C, followed by incubation with protein A/G dynabeads (Pierce/Thermo Fisher Scientific #88802) for 4–5 h at 4 °C with gentle rotation (30 μl beads per sample). Beads containing immunoprecipitates were washed for 10 minutes at 4 °C while rotating with the following buffers in this order: 1x RIPA buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.1 % SDS, 0.5% Na-Deoxycholate, 1% NP-40), 1x High Salt buffer (50 mM Tris-HCl pH 8.0, 500 mM NaCl, 1% NP-40, 0.1% SDS), 1x LiCl buffer (50 mM Tris-HCl pH 8.0, 250 mM LiCl, 1% NP-40, 0.5% Na-Deoxycholate), and 2x TE buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0).

To elute chromatin, beads were resuspended in 200 µl elution buffer (2% SDS, 100 mM NaHCO_3_, 10 mM DTT) and incubated for 30 min at room temperature in a shaker at 1200 rpm. The supernatant containing the chromatin was collected in a new 1.5 ml Eppendorf tube (#0030120086), and supernatants and inputs were decrosslinked using 4 M NaCl (10 µl per 200 µl sample), followed by incubation overnight at 65 ^o^C in a shaker at 300 rpm. Samples were then supplemented with 0.5 M EDTA and 1 M Tris-HCl pH 6.5 (4 µl and 8 µl per 200 µl sample, respectively), treated with 10 mg/ml RNase (Thermo Fisher Scientific #R1253) (0.5 µl per 200 µl-sample) for 10 min at 37 °C in a shaker at 300 rpm, followed by Proteinase K treatment (final concentration 0.25 μg/μl, Thermo Fisher Scientific #EO0491) for 1 h at 55 °C in a shaker at 300 rpm. DNA was then isolated using the ChIP DNA Clean & Concentrator^TM^ kit by Zymo Research #D5201 following the manufacturer’s protocol and DNA concentration was determined using a Qubit 4 Fluorometer and the Qubit high sensitivity dsDNA Quantitation kit #Q32851.

Samples were then either analyzed by qPCR (see chapter “RNA isolation and qRT-PCR” below) or submitted to the Next Generation Sequencing (NGS) facility at the Vienna Biocenter Core Facilities (VBCF), which generated the library using the NEBNext® UltraTM II DNA Library Prep Kit for Illumina and sequenced the samples on an Illumina platform (NovaSeq SP) with SR100 XP mode (single-end reads; 100 bp length). For WFS1 ChIP-seq, half of the sample was submitted directly to the NGS facility, whereas the other half was transferred to 1.5 ml Bioruptor® Microtubes (Diagenode #C30010016) and sonicated for another 6 cycles (total 36 cycles) prior to NGS submission, to shear fragments larger than 800 bp and allow their subsequent analysis by NGS sequencing. Bioanalyzer DNA fragment size analysis of these samples revealed a broad DNA fragment peak at 250 bp (see Supplementary Fig. 7b).

Bioinformatic processing and analysis of sequencing data are described under “Computational methods”.

### RNA isolation and qRT-PCR/qPCR

RNA was isolated using QIAGEN’s RNeasy mini plus kit #74134 following the manufacturer’s instructions, with RLT buffer containing DTT (20 μl of 2 M DTT/1 ml buffer). The concentration of the isolated RNA was determined using a DeNovix DS-11 spectrophotometer/ fluorometer. RNA samples were stored at −80 °C. Removal of genomic DNA from RNA samples and cDNA synthesis were performed using the Thermo Fisher Scientific RevertAid First Strand cDNA Synthesis Kit #K1621 according to manufacturer’s instructions. qRT-PCR was performed in triplicates for the genes of interest (using the appropriate primer pairs; see Supplementary Table 8, list of primers under section “qRT-PCR primers”) and a housekeeping gene using KAPA SYBR Green 2x PCR master mix (Peqlab #KR0390) in an Eppendorf Realplex 2 Mastercycler.

For ChIP qPCR, eluted chromatin from immunoprecipitates and inputs were used undiluted and in a 1:100 dilution, respectively. qPCR was performed in triplicates for the regions of interest (using the appropriate primer pairs; see Supplementary Table 8, list of primers under section “ChIP-qPCR primers”) using KAPA SYBR Green 2× PCR master mix (Peqlab #KR0390) in an Eppendorf Realplex 2 Mastercycler. Ct values obtained from immunoprecipitated samples were normalized to the respective input samples.

### Image acquisition and analysis

LacO reporter cells were maintained in IPTG-free medium 48 h before imaging to allow binding of GFP-LacR to LacO repeats. Cells were seeded on collagen-coated polymer bottom coverslips (Ibidi #80826) and stained with Hoechst33342 from Thermo Fisher Scientific #62249 (1:10,000 in phenol red-free DMEM medium from Gibco #21063029) for 10 min at 37 °C prior to imaging. Live cell imaging was performed using a Visitron Live Spinning disc/Nanodissection microscope equipped with a 63× objective (Plan Apochromat 63×/1.4 Oil) and an EM-CCD (1024 × 1024 pixel, 13 µm pixel size, 16 bit) camera at 37 °C and 5% CO_2_. Two-channel multi-location z-stack images of samples were acquired.

Images were analyzed automatically using a custom-made Jython-script for FIJI/ImageJ. First, nuclear regions of interest (ROIs) were identified by intensity-based thresholding of the DAPI channel using the Huang2 algorithm. These ROIs were used to identify the fluorescent signal corresponding to the LacO-tagged locus of interest using the maximally projected GFP channel image. The absolute radial distance from the center of the fluorescent spot to the nuclear periphery was determined and normalized to the maximum radial distance per cell. In a 3D analysis, the Z dimension (height) is always the smallest distance, compared to X and Y. Therefore, the absolute values were normalized to the largest radial distance a locus can obtain in 3D, which is always Z/2. Finally, absolute values and normalized results were displayed in histograms and/or violin plots, where the nuclear border and nuclear center correspond to a normalized value of 0% and 100% respectively.

### Statistics and reproducibility

Data are presented as the mean ± SEM (standard error of the mean) or mean ± SD (standard deviation of the mean), as indicated in the figure legends. Statistical significance was estimated using two sample Kolmogorov-Smirnov test (KS-test), Kruskal-Wallis test followed by Dunn’s test, two-tailed t-test, or Welch’s *t*-test, as indicated in the figure legends, using GraphPad Prism (v10.0.2). The effect size was calculated using Cohen’s *d*. When using KS-test, *p* values were corrected for multiple testing using the p.adjust function in R with the Hochberg method. Significance is represented as ns for not significant (*p* > 0.05), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (1 × 10^−4^). Immunofluorescence and Immunoblot experiments shown as representative examples in Figs. 1c, 2a, d, 3d, and 5b–d were repeated independently at least two times with similar results.

### Computational methods

The quality of raw ChIP-seq reads was evaluated using FastQC and reads were mapped to the Genome Reference Consortium GRCm38 (mm10) assembly using NextGenMap version 0.5.5 with default options. Reads with mapping quality score below 10 were filtered out using samtools view and the remaining reads were sorted and indexed. Peaks were called using MACS2 v2.1.4^76^ with the settings *-q 0.05 -m 5 50 --keep-dup1* for 30 and 36 sonication cycles samples separately, and the two peak sets were combined using bedtools merge for all downstream analyses.

The reproducibility of the ChIP was checked by determining the Pearson correlation coefficient of the ChIP of endogenous WFS1 and of ectopic WFS1 expressed in WFS1-depleted cells. The mapping coverage of each sample was calculated in consecutive genomic bins of 2500 base pairs using deepTools multiBamSummary, and subsequently by using deepTools plotCorrelation with the settings --corMethod pearson --removeOutliers. The Pearson correlation coefficient between the 30 cycle replicate pair was 0.81, and between the 36 cycle replicate pair 0.79.

Motif analysis on WFS1 peak set was performed using Homer findMotifsGenome.pl function with settings -size 200 -len 8.

Overlapping peak coordinates between samples of interest were detected using bedtools intersect command.

The closest distances between genomic regions of interest were calculated using closest-features --dist from BEDOPS and illustrated in bins of distances.

A randomized peak set was generated using bedtools shuffle –chrom that randomly selects a genomic region for each peak on the same chromosome with the same length as the peak, and for randomizing regions only within ciLADs by providing the ciLAD coordinates using –incl setting.

ATACseq and histone modification ChIP-seq data originating from C2C12 myoblasts were downloaded from http://cistrome.org/db/ as BED peaks and as BigWig files, with the following IDs: ATACseq (GSM1972411), H3K27ac (GSM822514), H3K4me1 (GSM822512), H3K4me3 (GSM818946), H3K27me3 (GSM1117988), H3K9me3 (GSM1531008).

cLAD and ciLAD regions were downloaded from GEO with the ID GSE17051 for mm9 genome assembly, and their coordinates were converted to mm10 assembly coordinates using hgLiftOver from UCSC.

GIGGLE scores were estimated by comparing the WFS1 ChIP-seq peak set with all histone modification ChIP-seq peak sets available on the Cistrome database using Cistrome DB Toolkit^77^. Dot plots illustrate the assigned GIGGLE score, a measure of similarity between the WFS1 peak set and individual database-derived samples, suggesting samples may be binding to common intervals.

WFS1 log2ratio files were generated using deepTools bamCompare --scaleFactorsMethod SES, and visualized using the Integrative Genomics Viewer (IGV). Coverage tracks of ChIP reads were generated using bamCoverage from deepTools with RPKM normalization method. Heat maps and meta-plots of log2ratio and RPKM coverage signals were created using the computeMatrix and plotHeatmap functions of deepTools.

Coordinates of cCREs in the mouse genome were downloaded from the ENCODE Registry^78^.

Average log2ratio signal values of WFS1 ChIP for regions of interest were calculated using bigWigAverageOverBed from kentUtils from UCSC, and the combination of dELS (distal Enhancer-Like Sequences) and pELS (proximal Enhancer-Like Sequences) from cCREs was used as the enhancer group. Regions 1 kb up and downstream of all mouse gene transcription start sites were used as the promoters, the combined genomic regions from GRCm38.102 ENSEMBL annotation were used as the genes, and genomic regions in between genes were used as the intergenic set.

Gene ontology enrichment was performed using the clusterProfiler v3.18.1 function enrichGO. Over-representation of gene sets was calculated compared to all mouse genes in the GRCm38.102 ENSEMBL annotation and results were illustrated using the dotplot function in R.

Enhancer prediction analysis was conducted utilizing the Activity by Contact Model of Enhancer-Gene Specificity^65^ following the analysis pipeline described here: https://github.com/broadinstitute/ABC-Enhancer-Gene-Prediction. A genome-wide Hi-C interaction matrix was generated with Juicer v1.6 to be used in this pipeline, expression counts for each gene were generated with STAR v2.7.10b and Rsubread v2.8.2, and the sequence alignment maps of ATAC-seq and H3K27ac ChIP-seq were generated with NextGenMap v0.5.5, all using raw sequencing reads downloaded from SRA: Hi-C (SRR16220088), RNA-seq (SRX032210), ATAC-seq (SRR2999996) and H3K27ac ChIP-seq (SRX103212). Genes were categorized as expressed and non-expressed based on the expression counts using an arbitrary threshold of five average mapped reads in the two RNA-seq replicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All datasets generated during the current study are available in public repositories. The WFS1 ChIP-sequencing datasets generated in this study have been deposited to the Gene Expression Omnibus (GEO) repository with the accession code GSE253460. The complete results of the enhancer prediction analysis performed in the current study have been submitted to the Zenodo repository with the identifier 13270436. Source data consisting of raw images of the MyoD1 localization generated and analyzed in the present study are available on Zenodo with the identifier 13826126. The cLAD and ciLAD regions used in this study are available on GEO with accession code GSE17051. Previously published datasets downloaded from Cistrome Data Browser as processed signal tracks or peak sets, used for illustrating their signals on heatmaps and on genome browser figures, and for illustrating WFS1 signal on their peak regions are available in the GEO repository under accession codes GSM1972411 (ATAC-sequencing dataset), GSM822514 (H3K27ac ChIP-sequencing dataset), GSM822512, (H3K4me1 ChIP-sequencing dataset), GSM818946 (H3K4me3 ChIP-sequencing dataset), GSM1117988 (H3K27me3 ChIP-sequencing dataset), GSM1531008 (H3K9me3 ChIP-sequencing dataset). Previously published datasets used in enhancer prediction analysis, downloaded as raw sequencing data are available in the NCBI Sequence Read Archive (SRA) repository with accession codes SRR16220088 (Hi-C dataset), SRX032210 (RNA-sequencing dataset), SRR2999996 (ATAC-sequencing dataset), SRX103212 (H3K27ac ChIP-sequencing dataset). Source data are provided in this paper.

# Supplementary material for: MyoD1 localization at the nuclear periphery is mediated by association of WFS1 with active enhancers
**Source:** Nat Commun. 2025 Mar 17;16:2614. doi: 10.1038/s41467-025-57758-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Supplementary Movie 1**

**Description:** 3D reconstruction of the nucleus of *MyoD1* LacO reporter cell line. Movie created with Imaris.

## **Supplementary Movie 2**

**Description:** 3D reconstruction of the nucleus of *Pax7* LacO reporter cell line. Movie created with Imaris.

# Supplementary material for: MyoD1 localization at the nuclear periphery is mediated by association of WFS1 with active enhancers
**Source:** Nat Commun. 2025 Mar 17;16:2614. doi: 10.1038/s41467-025-57758-x

Supplementary Figure 1

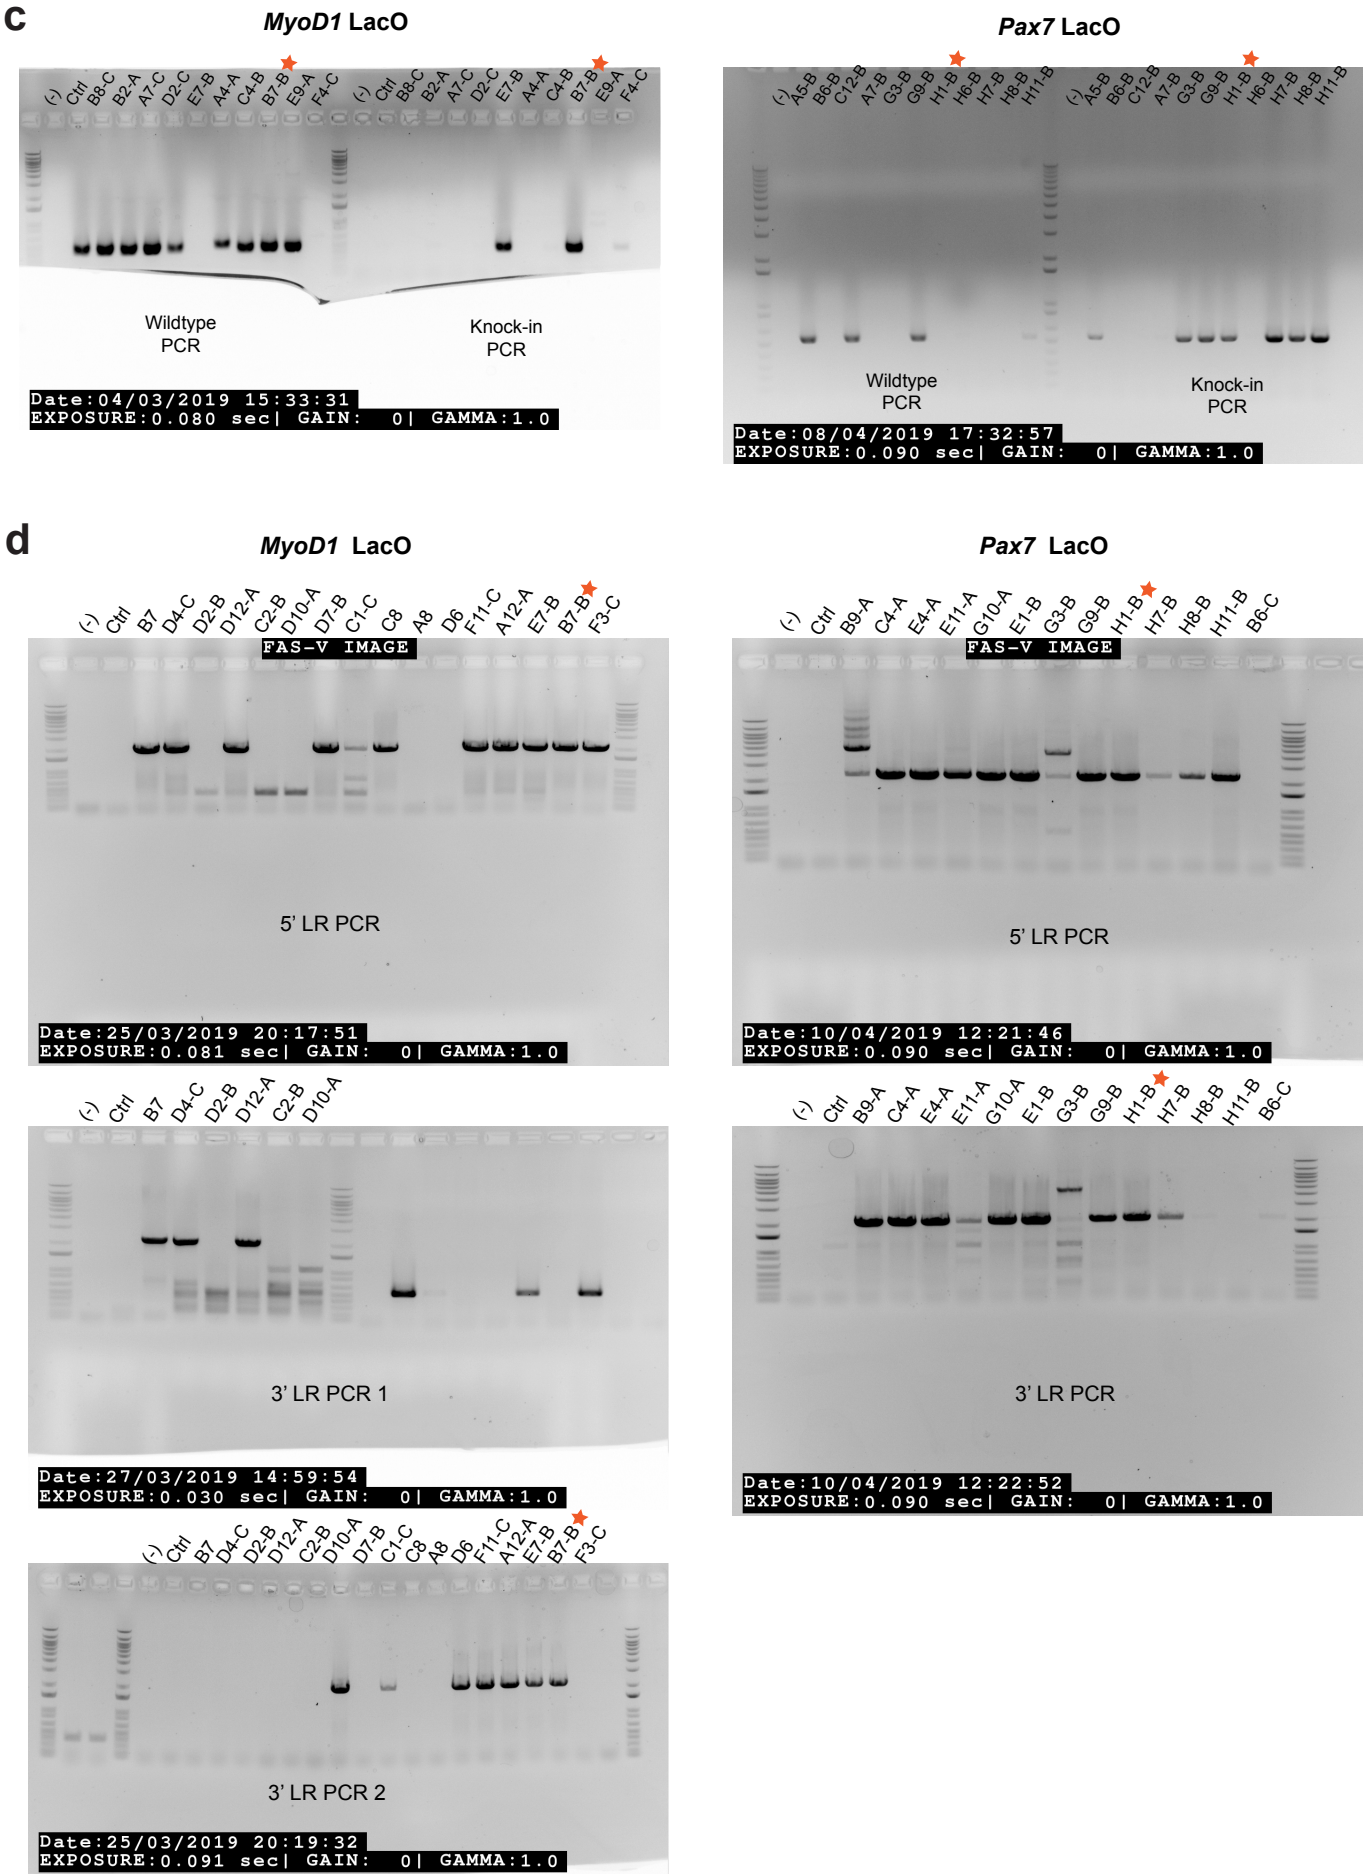

Supplementary Figure 1

h

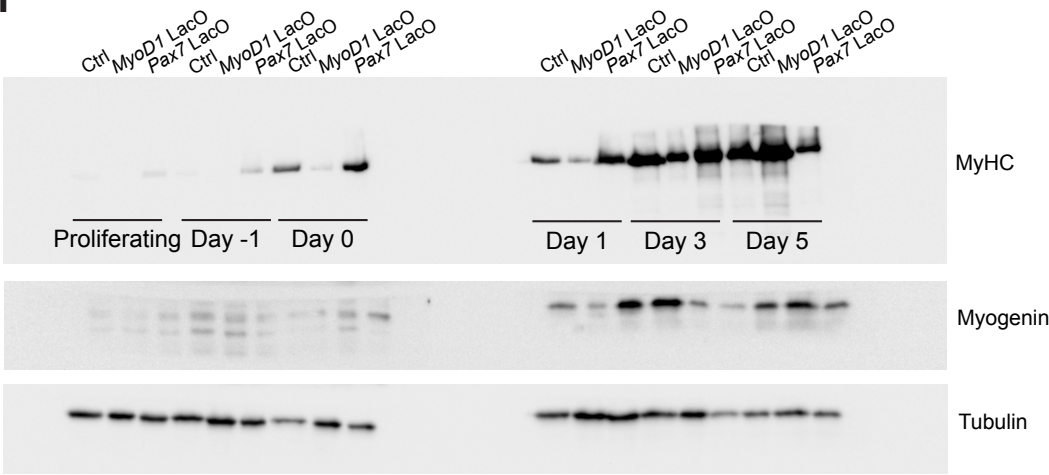

Supplementary Figure 3

a

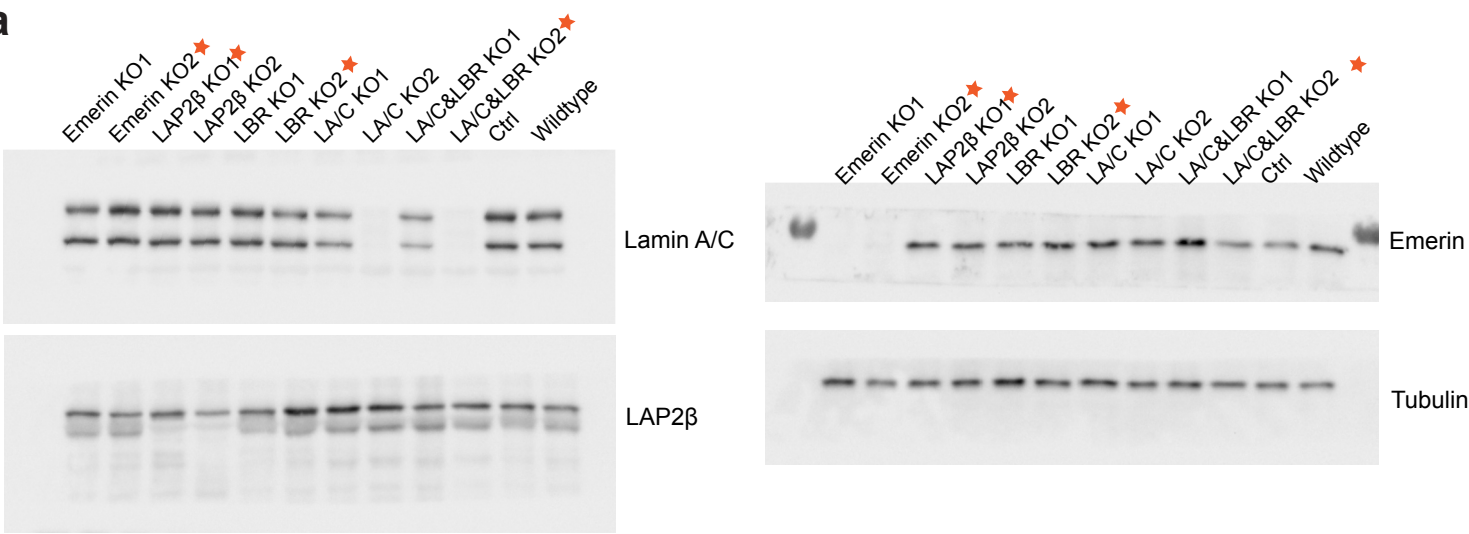

e

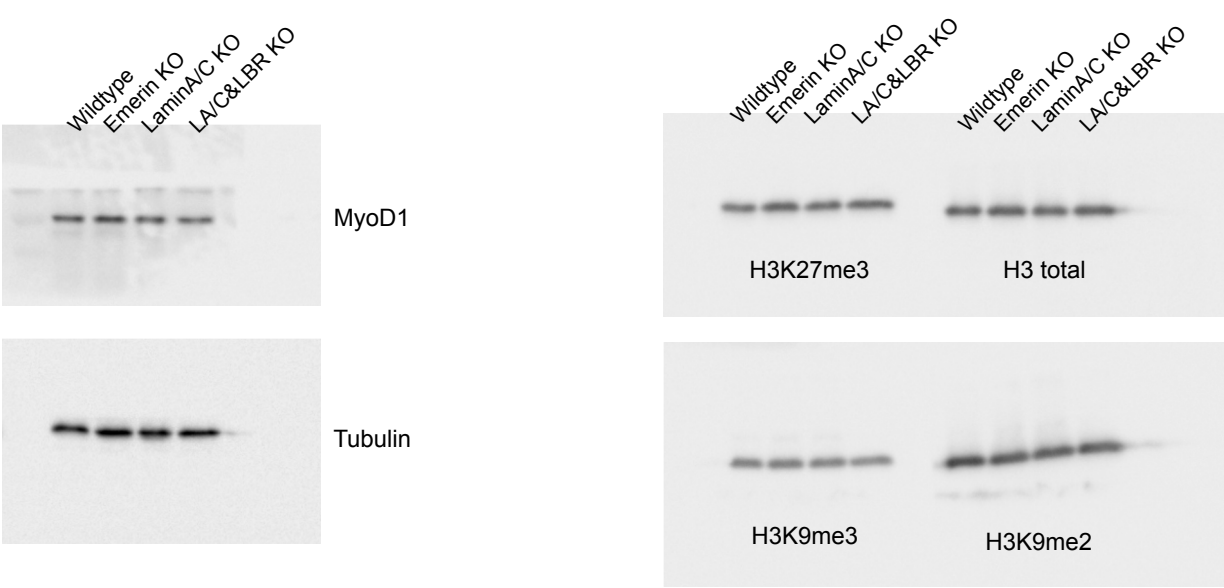

## Supplementary Figure 3

**h**

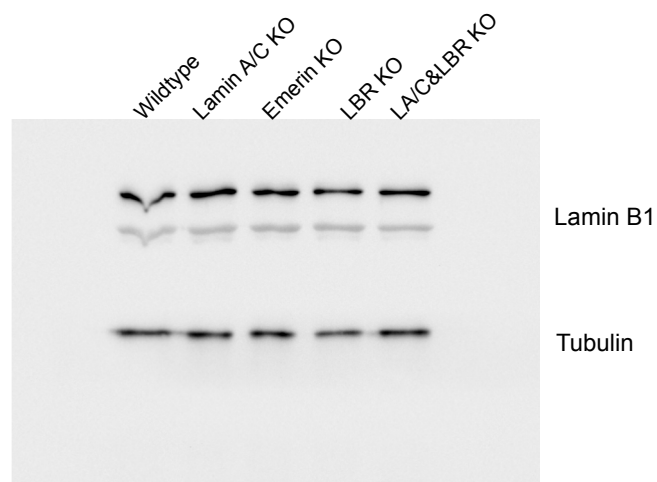

## Supplementary Figure 4

**b**

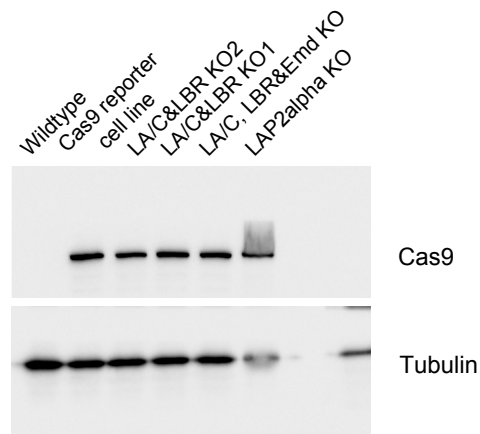

## Supplementary Figure 5

**e**

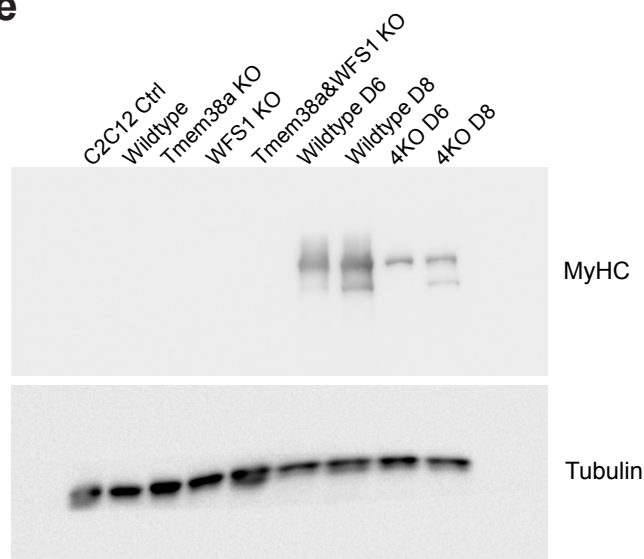

## Supplementary Figure 6

**c**

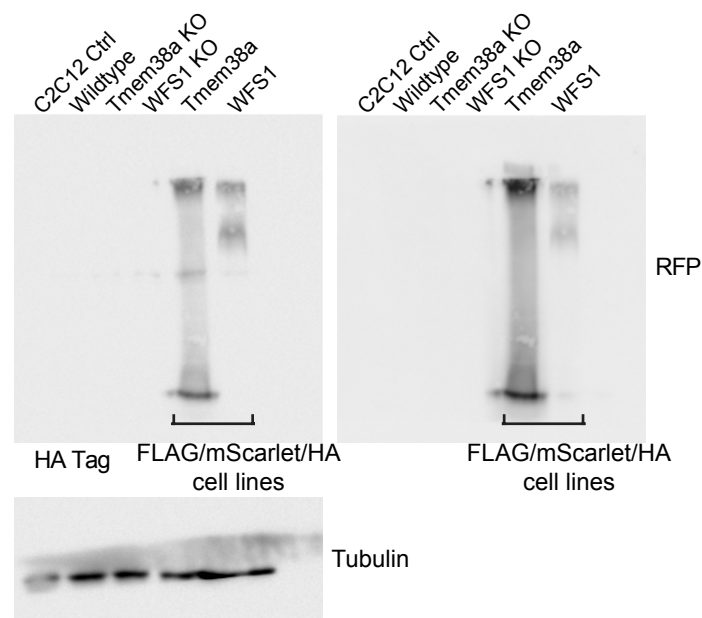

## Supplementary Figure 6

**d**

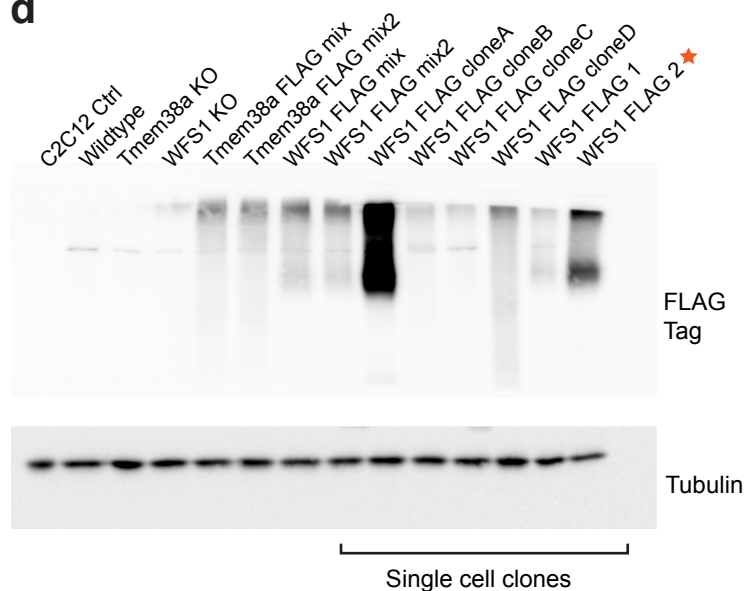

# Supplementary Figure 7

a

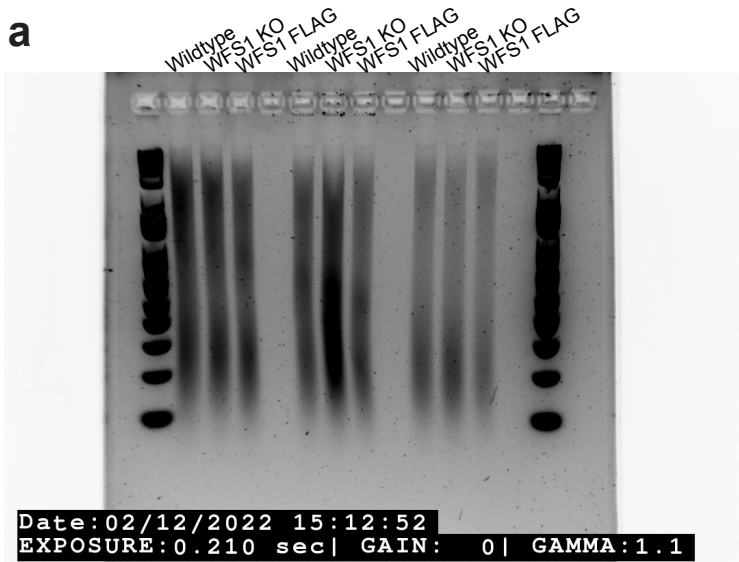

c

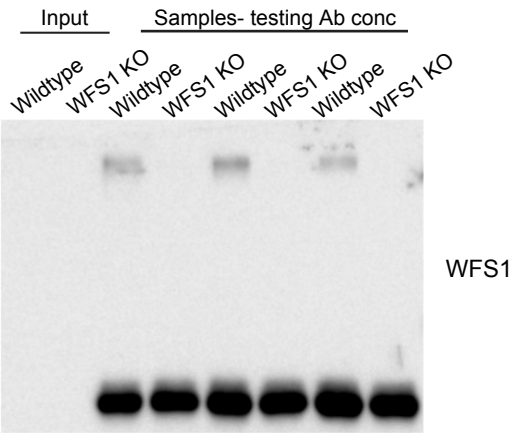

**Supplement:** Supplementary file 7 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

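WFS1 ChIP-seq peaks of wildtype C2C12 mouse myoblasts were analyzed from the deposited peak lists of 2 libraries, made after 30 and 36 sonication cycles. The libraries came from 1 immunoprecipitation after crosslinking with DSG and formaldehyde, the second from a part sonicated for 6 further cycles. The experiment comprises 8 libraries, and the other 6, which are the inputs and the ChIP and inputs of WFS1 knockout cells expressing FLAG Tag WFS1, were not used here.

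The authors mapped reads to GRCm38 with NextGenMap, removed reads under a minimum mapping quality with samtools, and called peaks with MACS2 per library, without pooling, at the settings in Methods. The paper's text does not name the control used in peak calling. The deposited lists give chromosome, start and end of each peak and no signal, score, fold or q-value. The number of reads per library is unknown, so no value here is normalized for depth, and intervals cover counting error over peaks only.

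With 1 library per condition, the lists were compared without a test and without p-values across peaks. Shares of peaks are given with 95% Wilson intervals (scipy). Ratios to random regions have 95% intervals from the counting error of both shares. Overlap meant at least 1 bp. Lists were joined with a function checked to give the same result as bedtools merge. Randomizations placed each peak at a random position on its chromosome with its length kept, as bedtools shuffle does with the option named in Methods, 1000 times. Ranges of randomizations are from the 2.5 to the 97.5 percentile.

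The E-box CAGCTG was searched in the central 200 bp of each peak and in 222920 regions drawn at random, 10 per peak, matched in bins of 5% GC from 7726437 regions. HOMER was not used here. All hexamers and all sequences of 8 bases were ranked by the ratio of the share of peaks to the share of matched regions, with reverse complements pooled. Positions of CAGCTG around peak centres were counted in bins of 50 bp up to 1000 bp.

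Genes came from GENCODE mouse release 21 (Ensembl 96) with 1 transcription start site per gene at its 5′ end, whereas Methods name a later Ensembl release, so positions relative to genes can differ from those in the paper. Each peak was assigned by its centre, first to start sites within 1 kb, then to genes, then to the space between genes. Distances to named genes run from the nearest edge of the peak. Peaks were also counted in the 3 LADs of Fig. 3e and in the FISH probe regions of Methods. A genome-wide LAD, enhancer or histone table was not used here.

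Named in the text by a rule set before the data were examined are MyoD1, Myf5, Plxna2 and Pax7, every peak in the window of Fig. 6a, the 5 widest peaks of the combined set, and the 5 hexamers with the highest ratio. Other names were chosen after their values were seen. They are TGACTCA, the hexamers ahead of CAGCTG by standard errors, the sequences of 8 bases, Myf6 as the neighbour of Myf5, and the mitochondrial peaks.

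Lists of 82 skeletal muscle genes, 79 actin filament genes and, for comparison, 80 neuronal genes were written by hand from knowledge of gene function before the data were examined. No gene was in more than 1 of the lists. For each list, the share of genes with a peak within 50 kb of the start site was set beside 10000 random lists of protein-coding genes of the same size and the same gene length deciles.

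Alternatives set before the data were examined were other thresholds of overlap, other randomizations, other backgrounds for CAGCTG, each list alone, wider or narrower peaks, other distances to start sites, protein-coding genes only, and other distances and matching for the gene lists. Chosen after the data were seen were every annotated transcript start, peaks without a repeat base, the ranking of hexamers by standard errors, and all of the TGACTCA search.

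The joining and overlap of lists, the search for CAGCTG, the ranking of hexamers, the assignment to start sites and genes, the shares for gene lists and the share of neighbouring peaks were tested on simulated data. The counts per LAD and per chromosome were not tested in this way. Of 4000 simulated peaks, 30% were given a CAGCTG, and 32.1% were found with it, against 32.2% after adding chance occurrences. Of the same peaks, 25% were placed at start sites and 25% were found there. The versions used were python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1.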

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

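Both patterns concern sequences or regions that the paper does not discuss, and the tests of TGACTCA against GC content and flanking regions, its alternatives and the test of mitochondrial copy number were chosen after the results were seen.

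TGACTCA, or its reverse complement TGAGTCA, occurred in the central 200 bp of 3999 of 22292 combined WFS1 peaks, or 17.9% (17.4 to 18.4), against 3.08% of GC-matched regions. This sequence is known as a site of AP-1 factors of the Fos and Jun families, which the paper does not mention. It drew attention because sequences that hold it led the rankings, with ATGAGTCA in 5.92% of peaks and 0.616% of matched regions, a ratio of 9.61. GC content does not account for the whole difference, since the ratio to GC-matched regions was 5.82 (5.61 to 6.04). Against regions 2 kb to either side it was 5.23, which argues against the composition of the wider region. Among peaks and matched regions without a repeat base it was 5.52, and among peaks without CAGCTG it was 5.73, so neither repeats nor peaks with the E-box explain it as a whole. Peaks with both sequences numbered 820, or 3.68%, where 3.22% would be found if the sequences were independent. The ratio was 6.55 (6.18 to 6.94) among peaks of both lists, 5.55 (5.25 to 5.86) after 30 cycles only and 5.02 (4.59 to 5.49) after 36 cycles only. A candidate explanation is that WFS1 peaks lie at elements bound by AP-1 in myoblasts, a hypothesis found and examined on the same data. Enrichment of accessible chromatin in general by the ChIP stays open, as the inputs and accessibility data were not used here.

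Peaks of the 30-cycle list covered 64.2% of the 16299 bases of the mitochondrial genome in 5 peaks, the widest of which was the widest in the combined set (4672 bp, 11001 to 15672). The paper does not discuss peaks on the mitochondrial genome. In the 36-cycle list, 1 peak covered 1.21%. The many copies of mitochondrial DNA in a cell may raise its reads in every library, and this cannot be told apart from an association with WFS1, because the inputs were not used here, the depth of each library is unknown and the paper's text does not name the control used in peak calling. The difference between the lists was not tested. Reads from nuclear copies of mitochondrial sequence were not tested either.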

How the results depend on the processing

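The values for peaks and regions without a repeat base, for every annotated transcript start, for hexamers ranked by standard errors and for TGACTCA come from tests chosen after the results were seen, and the others were set before. Across all results and alternatives, 48 values stayed near the main value, 75 moved by more without a change of sign and 4 changed sign, 1 of them between values that are both within the counting error of 0. A value counted as near when it lay within the counting error of the main value, within 1.5 times for numbers of peaks, within 0.5 kb for distances to named genes, and, for the gene lists, outside the central 95% of the random lists on the same side, however far the percentile moved. The cause of these changes was not tested unless stated. No paired analysis was possible because each condition has 1 library and no result comes from a test. A stricter peak threshold was not run, since the lists give no score.

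Without the mitochondrial genome, coverage was 0.317% after 30 cycles and 0.390% for the combined set. With bases that are not N as denominator, it was 0.327%, 0.199% and 0.402% for the 30-cycle list, the 36-cycle list and the combined set, which follows from the smaller denominator. Joining peaks up to 500 bp apart gave a coverage of 0.410% and a mean width of 562 bp, since the gaps are then counted.

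The overlap of 44.5% of the 30-cycle peaks and 66.4% of the 36-cycle peaks was 29.7% and 42.8% with at least 50% of each peak shared, 35.4% and 51.1% with centres within 200 bp, and 47.2% and 69.2% when both lists were restricted to peaks wider than the median of their list, so that overlaps with a narrower peak of the other list no longer counted. The ratios to randomization were 89.2 and 93.0 outside runs of N, and 18.5 and 19.2 within 50 kb of each peak, far above 1 in every case run.

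At the named genes, results depended on the list. In the 36-cycle list alone, the nearest peaks upstream of MyoD1 lay at 34.6 and 697 kb in place of 23.1 and 34.6 kb, 3 peaks in place of 6 lay within 100 kb of Myf5, the nearest upstream at 13.1 kb, and 2 in place of 7 lay within 100 kb of Plxna2, the nearest upstream at 992 kb. The 30-cycle list alone kept these distances and numbers of peaks within their tolerance, and distances from peak centres did so for the distances.

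The ratio for CAGCTG stayed above 1 in every alternative run. It was 1.53 for the whole peak, 2.43 without GC matching, 2.04 against flanking regions, 1.83 against GC- and CpG-matched regions within 50 kb, 1.87 in the 36-cycle list, 2.00 in peaks of both lists, 1.86 in peaks wider than the median, 1.65 in the others, and 1.54 without repeat bases. Its rank among hexamers was 20 by ratio, 144 against flanking regions, where GACTCA fell from rank 1 to 75, and 6 by standard errors, and the best rank of a sequence of 8 bases that holds it was 56. The flanking regions were not matched on GC content. Against them, the ratio of CGCGAA, for example, rose from 2.20 to 4.39, while that of GACTCA stayed near, at 2.41. The ratio for TGACTCA was 5.23 against flanking regions, 5.52 without repeat bases and 6.06 in the 30-cycle list. The density of chromosome X relative to the autosomes was 0.141 in the 36-cycle list, against 0.172.

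The ratio to random placement was above 1 within 1 kb of a start site and below 1 between genes in every alternative run, but for the inside of genes it fell below 1 in 3 alternatives. With start sites within 2 kb, the share inside genes, 42.6%, lay within the random range of 42.2 to 43.5%. For start sites, inside genes and between genes, the ratios were 3.08, 0.994 and 0.697 with start sites within 2 kb, 5.74, 1.10 and 0.732 within 500 bp, 7.80, 1.06 and 0.772 with protein-coding genes only, and 3.75, 1.07 and 0.739 in the 36-cycle list. With any overlap of the peak, the first pair of ratios was 3.94 and 1.03. Outside runs of N, the ratio inside genes was 1.01 and between genes 0.730. Within 50 kb of each peak, the ratios were 3.15, 0.856 and 0.909. With every annotated transcript start, they were 3.59 at start sites and 0.977 inside genes. In the same order, the shares of peaks were 22.7%, 42.6% and 34.7% with start sites within 2 kb, 11.3%, 50.6% and 38.1% within 500 bp, 12.7%, 41.7% and 45.5% with protein-coding genes only, 18.5%, 45.7% and 35.9% with any overlap of the peak, and 14.3%, 47.8% and 38.0% in the 36-cycle list. With every annotated transcript start, they were 21.9% at start sites and 41.6% inside genes. Wider or narrower zones around start sites shift peaks between these classes by construction.

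Between peaks called after 36 and after 30 cycles only, the difference in the share between genes was -0.501 percentage points among all peaks and 2.25 points among peaks wider than the median of their list. The sign changed, but both differences are within the counting error, so neither gives a direction. Among the wider peaks, the difference at start sites was -3.41 points in place of -1.10. The value of -3.41 lay outside the counting error of the main difference (-2.50 to 0.299), in the same direction. Its own counting error, over fewer peaks, is larger, so a change from the main difference is not shown. In the LADs of Fig. 3e together lay 9 peaks of the 30-cycle list, below the random mean of 10.7, and 7 peaks of the 36-cycle list, against a random mean of 6.99, and both totals lay within their random ranges. Under the alternatives run, the percentiles of the gene lists ranged from 99.865 to 99.97 for skeletal muscle and from 0.07 to 2.29 for the neuronal list, and were 100 for actin filaments. The unknown depth limits any reading of a missing peak, in particular at MyoD1 after 36 cycles.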

Differences from the paper's values

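No value stated in the paper's text for average peak size, genome coverage or the distances of the nearest peaks to MyoD1 differed from the value found here by more than 1.5 times with the main settings. Such differences arose in an alternative that was also set before the data were examined, the 36-cycle list alone. There, the nearest peak upstream of MyoD1 lay 34.6 kb from the start site, where the paper's value for its combined peaks is 22 kb. The next lay 697 kb away, where the paper's value is 35 kb.

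In Fig. 6c, the paper lists E-box motifs with the consensus CAGCTG as the relevant motifs and gives them its leading ranks. Here, CAGCTG ranked 20 of 2080 hexamers by the ratio of shares, and GACTCA ranked 1 with a ratio of 2.43. Among the alternatives, CAGCTG ranked 144 and GACTCA 75 against flanking regions, which were not matched on GC content. The best ranking sequence of 8 bases that holds CAGCTG, AACAGCTG, ranked 56. That ranking set no minimum share, so rare sequences could rank high. In the ranking by standard errors, chosen after seeing the values, CAGCTG ranked 6. Of the hexamers ahead of it there, all but ACCACA overlap TGACTCA or its reverse complement, so this rank does not count separate motifs. No setting that was run gave CAGCTG rank 1. The figure does not say which motifs were left out of its table, and the ranking here is of fixed sequences and not of HOMER motifs.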

Other observations

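The tests of the density of chromosome X and of the width of the MyoD1 core enhancer peak, and the comparisons of CAGCTG without repeat bases and with or without TGACTCA, were chosen after the results were seen.

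CAGCTG was more frequent in WFS1 peaks than GC content accounts for, with a ratio of 1.73 to GC-matched regions. The composition of the wider region is argued against by a ratio of 2.04 to regions 2 kb either side, and repeats by a ratio of 1.54 among peaks and regions without a repeat base. Peaks with TGACTCA do not carry the difference alone, since the ratio was 1.67 (1.62 to 1.73) among peaks without TGACTCA and 2.05 (1.92 to 2.19) among peaks with it.

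Peaks called after 36 cycles only held CAGCTG 1.64 times as often as their own GC-matched regions (1.52 to 1.77), which argues against background calls without the sequence content of the other peaks. Their share between genes, 34.4%, was below the 51.4% of random placement, which argues against an origin of these peaks mainly in gene-poor chromatin. Within 1 kb of a 30-cycle peak lay 30.6% of them, so shifted or split peak edges do not account for most of them. Differences in depth between the libraries stay open. No biological explanation was tested.

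The peak at the MyoD1 core enhancer was called after 30 cycles only. Of the 30-cycle peaks of a similar width, 28.9% overlapped a 36-cycle peak, so the missing call may reflect how seldom peaks of this width were called again. A lower depth of the 36-cycle library stays open.

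Of the skeletal muscle genes, 58 of 82 (70.7%) had a WFS1 peak within 50 kb of the start site, compared with a median of 54.9% in random lists matched on gene length, at percentile 99.905 of these lists. Matched on the number of genes within 500 kb, the list was at percentile 99.88, which argues against gene density as the cause. Of the actin filament genes, 66 of 79 (83.5%) had such a peak, against a median of 54.4%, at percentile 100. Of the neuronal genes, 31 of 80 (38.8%) had one, against a median of 53.8%, at percentile 0.425, which argues against an excess near any long or well-studied genes. Across all 21924 protein-coding genes the share was 54.0%. The paper names some of the listed genes, such as Myod1 and Myf5, so the muscle list is not fully independent of it. Active transcription of the muscle and actin genes in myoblasts stays open as an explanation, as no expression data were used here. Peaks with CAGCTG lay within 50 kb of a skeletal muscle gene in 0.899% of cases (0.650 to 1.24) and peaks without it in 0.815% (0.694 to 0.956), a difference not detectable with these numbers of peaks.

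Another peak lay within 10 kb of 54.6% of the combined peaks, compared with 17.7% (17.1 to 18.4) after random placement, which is consistent with peaks that come in clusters. After joining peaks up to 500 bp apart, the share was 44.8% against 16.0%, so regions split into peaks up to 500 bp apart do not account for it. Regions split over longer gaps, up to 10 kb, were not tested. Clusters of accessible chromatin or genes as a reason were not tested.

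The density of peaks on chromosome X relative to the autosomes was 0.219 per Mb without N and repeats and 0.262 per protein-coding gene, so neither repeat content nor gene content accounts for the whole difference. The copy number of chromosome X in these cells was not tested, and no biological explanation was tested.

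In the 3 LADs of Fig. 3e, the combined set held 9 peaks, where random placement on the same chromosomes gave 12.9 on average (6 to 21). LAD1 held 0 (random mean 1.96), LAD2 held 8 (random mean 4.65, 1 to 9) and LAD3 held 1 (random mean 6.26, 2 to 12). By list, LAD2 held 9 peaks after 30 cycles, above the random range (mean 3.68, 0 to 8), and 6 after 36 cycles (mean 2.57, 0 to 6). LAD3 held 0 after 30 cycles, below the random range (mean 5.30, 1 to 10), and 1 after 36 cycles (mean 3.36, 0 to 7). LAD1 held 0 in both lists, within its random ranges. The 3 LADs together held 9 peaks after 30 cycles (mean 10.7, 5 to 18) and 7 after 36 cycles (mean 6.99, 2 to 13), both within the random ranges of these totals. In the MyoD1 FISH probe region (46275014 to 46449836 on chromosome 7) lay 2 peaks, against 1.14 at random, and in the LAD probe region (51369373 to 51570812 on chromosome 8) lay 0, against 1.67 (0 to 5).

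Pax7 (ENSMUSG00000028736) lies on the reverse strand of chromosome 4 from 139737062 to 139833528. Within 100 kb of the gene, the combined set held 5 peaks, all beyond its end, 114 to 145 kb from its start site, 2 of them in both lists. The nearest upstream peak lay 439 kb away.

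The 5 widest peaks of the combined set were all found in both lists. After the mitochondrial peak, they lay on chromosome 17 from 39842959 to 39846758, at Gm26917 and CT010467.1 (3800 bp), on chromosome 15 from 6056413 to 6060208 between genes (3796 bp), on chromosome 2 from 102956154 to 102959743 between genes (3590 bp), and on chromosome 19 from 5841478 to 5844762, at Neat1 (3285 bp). Because the inputs were not used here, sequences that gather many reads in every library cannot be told apart from an association with WFS1 at these peaks.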
